# TAZ contributes to pulmonary fibrosis by activating profibrotic functions of lung fibroblasts

**DOI:** 10.1038/srep42595

**Published:** 2017-02-14

**Authors:** Satoshi Noguchi, Akira Saito, Yu Mikami, Hirokazu Urushiyama, Masafumi Horie, Hirotaka Matsuzaki, Hideyuki Takeshima, Kosuke Makita, Naoya Miyashita, Akihisa Mitani, Taisuke Jo, Yasuhiro Yamauchi, Yasuhiro Terasaki, Takahide Nagase

## Abstract

Transcriptional coactivator with PDZ-binding motif (TAZ) regulates a variety of biological processes. Nuclear translocation and activation of TAZ are regulated by multiple mechanisms, including actin cytoskeleton and mechanical forces. TAZ is involved in lung alveolarization during lung development and *Taz*-heterozygous mice are resistant to bleomycin-induced lung fibrosis. In this study, we explored the roles of TAZ in the pathogenesis of idiopathic pulmonary fibrosis (IPF) through histological analyses of human lung tissues and cell culture experiments. TAZ was highly expressed in the fibroblastic foci of lungs from patients with IPF. TAZ controlled myofibroblast marker expression, proliferation, migration, and matrix contraction in cultured lung fibroblasts. Importantly, actin stress fibers and nuclear accumulation of TAZ were more evident when cultured on a stiff matrix, suggesting a feedback mechanism to accelerate fibrotic responses. Gene expression profiling revealed TAZ-mediated regulation of connective tissue growth factor (CTGF) and type I collagen. Clinical relevance of TAZ-regulated gene signature was further assessed using publicly available transcriptome data. These findings suggest that TAZ is involved in the pathogenesis of IPF through multifaceted effects on lung fibroblasts.

The Hippo pathway, which was originally identified in *Drosophila*, is an emerging signaling pathway that plays important roles regulating cell proliferation, differentiation, stem cell renewal, and tumorigenesis in mammals^1^. Transcriptional co-activator with PDZ-binding motif (TAZ) and its homolog, Yes-associated protein (YAP), are phosphorylated and inactivated by the Hippo pathway. Subcellular localization of TAZ/YAP is regulated by several mechanisms, such as cell polarity, cell junction proteins, and actin cytoskeleton. TAZ/YAP cooperates mainly with the TEA domain (TEAD) family of transcription factors after nuclear translocation to stimulate expression of genes that regulate cell proliferation, differentiation, and apoptosis^2^.

We previously determined the critical role of TAZ during lung development. *Taz*-knockout mice display abnormal alveolarization with enlarged airspaces resembling human pulmonary emphysema^3^. TAZ is expressed in the epithelium of developing lung and interacts with thyroid transcription factor-1 (TTF-1) in lung epithelial cells, suggesting an important role of TAZ in lung morphogenesis and homeostasis^4^,^5^. We also showed that TAZ is amplified in a subset of non-small cell lung cancer and higher expression predicts poor prognosis. Furthermore, TAZ contributes to tumorigenesis of lung cancer cells by controlling cell cycle and apoptosis^6^.

Idiopathic pulmonary fibrosis (IPF) is a progressive chronic interstitial lung disease with poor outcome and is characterized by the accumulation of fibroblasts and remodeling of extracellular matrix (ECM). Fibroblasts play central roles in fibrotic processes and contribute to histological features of IPF lung tissues, including clusters of proliferating fibroblasts called “fibroblastic foci”^7^. Fibroblasts in IPF lung tissues have distinct properties, such as a high capacity for ECM production, secretion of proteases, and contractile ability^8^. These activated fibroblasts are characterized by the expression of α-smooth muscle actin (α-SMA), and are called as myofibroblasts. It is assumed that myofibroblast differentiation is a key step in the development of fibrosis. Myofibroblasts aberrantly proliferate, evade apoptosis, and impede the resolution of fibrosis in IPF lung tissues^7^.

The physiological hallmarks of IPF include increased lung stiffness, which is measured by the pressure-volume relationship^9^. Moreover, a progressive decrease in vital capacity is observed to varying degrees and is linked to aggravated dyspnea and impaired quality of life. These features are associated with structural changes caused by remodeling of the ECM and contraction of fibroblasts, both of which contribute to tissue tension or stiffness.

We previously showed that *Taz*-heterozygous mice are resistant to bleomycin-induced lung fibrosis^3^. Bleomycin-treated *Taz*-heterozygous mice have lower tissue fibrosis scores, hydroxyproline content, and lung elastance. These results indicate that TAZ plays a significant role in lung fibrosis, but the cellular and molecular mechanisms have not been elucidated. Indeed, it remained undetermined which cell types express TAZ in the adult lung and how decreased TAZ leads to the attenuation of fibrosis.

In this study, we demonstrated that TAZ is activated in lung fibroblasts of patients with IPF and that it is functionally involved in the pathogenesis of IPF through its multifaceted effects on lung fibroblasts.

## Results

### TAZ is activated in the fibroblastic foci of lung specimens from patients with IPF

We first surveyed TAZ transcript levels in lung epithelial cells and fibroblasts, with reference to the ZENBU database, which provides gene expression profiles of human primary cells, tissues, and cancer cells derived from various tissues (http://fantom.gsc.riken.jp/zenbu/). We found relatively higher TAZ expression in lung fibroblasts compared to that in bronchial epithelial cells, small airway epithelial cells, and alveolar epithelial cells (Supplementary Fig. S1a). Furthermore, analysis of the publicly available microarray dataset, GSE40839 revealed that TAZ transcript levels are higher in lung fibroblasts derived from patients with IPF compared to those in normal control lung fibroblasts (Supplementary Fig. S1b)^10^.

Next, we investigated TAZ protein expression in lung tissues. Immunohistochemical analysis of normal control lung tissues showed nearly negative immunoreactivity for TAZ in the peripheral lung (Fig. 1a). In contrast, we found strong TAZ immunoreactivity in the nuclei of fibroblasts residing within the fibroblastic foci in IPF lung tissues (Fig. 1b). Importantly, Elastica Masson Goldner (EMG) staining detected abundant collagen fibers in the fibroblastic foci, and TAZ-positive fibroblasts were positively stained for α-SMA, indicating their features of myofibroblasts (Fig. 1b). TAZ staining was negative or weak in metaplastic epithelial cells overlying dense fibrotic lesions (Fig. 1b). Nuclear positivity of TAZ was seen in most of the fibroblastic foci scattered adjacent to fibrotic lesions. These observations were common among the five lung specimens derived from different patients with IPF.

Fibroblastic foci are clusters of fibroblasts and myofibroblasts that represent active fibroproliferative reactions. Distinct nuclear staining for TAZ in the fibroblastic foci suggested that TAZ is active in fibroblasts and plays pathological roles in IPF.

### TAZ is involved in myofibroblast phenotype

To examine the role of TAZ in lung fibroblasts, HFL-1 human lung fibroblasts expressing high levels of endogenous TAZ were used for loss-of-function studies. Preliminary experiments demonstrated that TAZ is located in the nucleus when cells are cultured on plastic tissue culture plates with serum-containing medium. Under these culture conditions, HFL-1 cells expressed different levels of α-SMA, which is a myofibroblastic feature (Supplementary Fig. S2a).

HFL-1 cells were transiently transfected with the negative control (NTC) or TAZ small interfering RNA (siRNA), and silencing of TAZ was confirmed by immunoblotting (Supplementary Fig. S2b). TAZ knockdown in these cells resulted in decreased α-SMA expression, suggesting that TAZ is involved in myofibroblast phenotype (Supplementary Fig. S2c). Transforming growth factor (TGF)-β is an established cytokine to induce α-SMA expression and myofibroblast phenotype^11^. As anticipated, TGF-β stimulation could enhance α-SMA expression in HFL-1 cells with or without TAZ knockdown (Supplementary Fig. S2c).

To examine cell morphological changes following TAZ knockdown, we stained the cells with fluorescein-conjugated phalloidin to visualize F-actin. Actin stress fibers were less prominent and less organized in parallel bundles in the cytoplasm of HFL-1 cells transfected with TAZ siRNA (Fig. 2a). These observations implied that actin assembly and formation of stress fibers are closely associated with TAZ expression and myofibroblast phenotype. These findings prompted us to further explore the roles of TAZ in regulating fibroblast function.

### TAZ regulates fibroblast proliferation and migration

It is presumed that the accumulation of fibroblasts precedes deposition of ECM and tissue fibrosis, and two major mechanisms are postulated to be involved. One is expansion of resident fibroblasts and the other is recruitment of fibroblasts from other sites. To test the role of TAZ in these mechanisms, the knockdown effects of TAZ on cell proliferation and migration were investigated.

TAZ knockdown in HFL-1 cells clearly inhibited cell proliferation (Fig. 2b). Next, we evaluated cell migration using the modified Boyden chamber assay with fibronectin as a chemoattractant. HFL-1 cells transfected with TAZ siRNA showed reduced migratory capacity compared to that of control cells (Fig. 2c). In addition, we performed scratch wound healing assay and examined the effect of TAZ knockdown (Supplementary Fig. S3). Consistent with the results of the modified Boyden chamber assay, TAZ knockdown inhibited cell migration in HFL-1 cells. These results were consistent with the notion that TAZ is involved in the accumulation of fibroblasts in the fibroblastic foci.

### TAZ regulates fibroblast-mediated contraction of collagen gel

Three-dimensional collagen gels embedded with fibroblasts are widely used as a cell culture model for fibroblast-mediated tissue contraction^12^. Under these culture conditions, contraction of the collagen gel reflects contraction of fibroblasts and remodeling of collagen. Collagen gels were embedded with siRNA-transfected HFL-1 cells, and gel size was measured. Gels containing TAZ siRNA-transfected cells showed attenuated contraction compared to that of control cells after 72 h (Fig. 2d), indicating that TAZ might contribute to tissue contraction through its effect on lung fibroblasts.

### TAZ is activated on a stiff matrix

ECM remodeling in patients with pulmonary fibrosis leads to tissue stiffness, and stiff matrices impose mechanical stress on cells. The activity of TAZ occurs via nuclear translocation, and subcellular localization of TAZ is dependent on mechanical stress^13^. Thus, we cultured HFL-1 cells on soft and stiff hydrogels coated with type I collagen to assess the effects of matrix stiffness on TAZ subcellular localization in lung fibroblasts. We tested two different stiffness levels corresponding to normal and fibrotic lung tissues (0.5 and 25 kPa, respectively)^14^. Consistent with previous reports, subcellular location of TAZ was sensitive to matrix stiffness. When cultured on a stiff matrix, the cells exhibited stretched morphology, and TAZ was located in the nucleus, which was comparable to the cells cultured on plastic tissue culture dishes (Fig. 3a,b). Notably, TAZ was not stained in the cytoplasm of these cells. In contrast, cells cultured on a soft matrix aggregated into distinct clusters with globular morphology, supporting the idea that matrix stiffness generates mechanical force to facilitate cell stretching. Localization of TAZ in the nucleus was not so prominent, and weak TAZ staining was detected in the cytoplasm (Fig. 3a,b). Furthermore, actin stress fibers visualized by phalloidin staining were more prominent on a stiff matrix (Fig. 3a). Recent studies have demonstrated that stiff matrix promotes cell spreading, and organized F-actin transduces mechanical signals to regulate TAZ nuclear translocation^13^,^15^,^16^,^17^,^18^. Collectively, our findings were in agreement with the notion that matrix stiffness facilitates F-actin organization, mechanotransduction, and TAZ activation. These observations also suggested that TAZ could be preferably activated in fibrotic lesions with stiff matrices, and that activating TAZ might accelerate fibroproliferative reactions.

### Gene expression profiling by RNA-sequencing identifies CTGF as a transcriptional target of TAZ in lung fibroblasts

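RNA sequencing was carried out in HFL-1 cells, a line of fibroblasts from human fetal lung. The cells were transfected with a non-targeting control siRNA (siNTC) or with one of 2 TAZ siRNAs (siTAZ #1 and siTAZ #2), and total RNA was extracted after 48 h and sequenced on an Ion Proton in 2 libraries per group. The methods give 20 nM as the siRNA concentration. The authors aligned the reads to hg19 with TMAP and counted them per gene with HTSeq, and the deposited values are these raw read counts, without normalization. The counts on genes with a symbol summed to 15990711 and 16210968 in the siNTC libraries. They summed to 15648055 and 32078188 with siTAZ #1, and to 21009532 and 16447069 with siTAZ #2. The replicates of each group differed by more than sampling noise, with a mean chi-square per gene of 5.78 for siNTC, 26.92 for siTAZ #1 and 12.98 for siTAZ #2. From the counts, log2 fold changes against siNTC were computed here with edgeR's quasi-likelihood test in a single fit of the 6 libraries after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method (FDR) over the 14053 genes that passed edgeR's filter on low counts. Levels are given as TMM-normalized CPM, the counts of a gene scaled to a common library size.
In replicate 2 of siTAZ #1, the counts were nearly missing over the last part of the genome. The loss began within RANGAP1, on chromosome 22 of GRCh37 from 41640783 to 41682191, and ran through the rest of chromosome 22 and through X and Y. RANGAP1 had 25.4% of its level in replicate 1. The gene before it, L3MBTL2, had 94.5%, and the gene after it, ZC3H7B, had 0.766%. The region held 470 genes with a mean count of at least 50, and 447 of them were more than 4-fold lower in replicate 2 than in replicate 1, out of 450 such genes among all genes with a position. The same comparison gave 3 such genes for siNTC and 2 for siTAZ #2. The region made up 3.55% of the counts of replicate 1 and 0.242% of those of replicate 2. The genes from RANGAP1 to the end of Y made up 571 of the 14053 genes tested. With them in the fit, the common dispersion was 0.0807, and without them, an alternative chosen after seeing the data, it was 0.0166.
The gene of TAZ, which the deposited table lists as WWTR1, lies on chromosome 3 from 149235022 to 149454501. It was at 131 ± 1 CPM (SD, n = 2 libraries) with siNTC, at 27.4 ± 1.42 CPM (SD, n = 2) with siTAZ #1, and at 44.5 ± 2.14 CPM (SD, n = 2) with siTAZ #2. The log2 fold change was -2.26 with siTAZ #1 (standard error 0.10, FDR 0.00062) and -1.56 with siTAZ #2 (standard error 0.10, FDR 0.00068). The loss was larger with siTAZ #1 than with siTAZ #2 by a direct test of the difference (log2 difference -0.70, standard error 0.10, FDR 0.005). Of the alternatives tried, an offset for GC content, chosen after seeing the data, moved the difference most, to -0.84. The call was lost in edgeR's exact test on 4 libraries (FDR 0.48, with FDRs from 5.1e-06 to 0.48 over the alternatives), where the difference was again -0.70. With the near-missing counts imitated in simulated data, that test found 0 of 200 genes changed 2-fold with siTAZ #1 against siNTC. A call with siTAZ #1 that is lost in it therefore does not show an unchanged gene, which holds for all such losses given below.

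**Figure D1:**
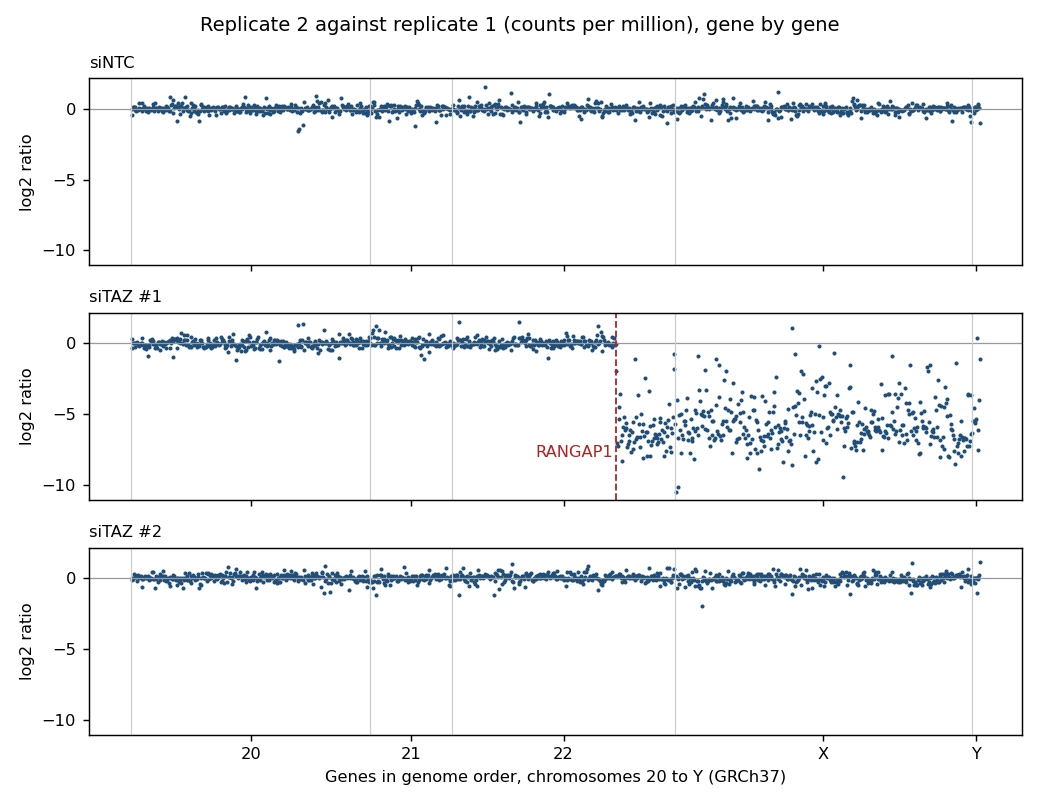
Log2 ratio of the CPM of replicate 2 to that of replicate 1, for each gene with a mean count of at least 50, in genome order over chromosomes 20, 21, 22, X and Y, with 1 panel per group. With siTAZ #1 the ratios drop at RANGAP1 (dashed line), where 25.4% of the level is left, and with siNTC and siTAZ #2 they stay near 0 throughout.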

To obtain mechanistic insight into the fibrogenic roles of TAZ in lung fibroblasts, we performed RNA sequence-based expression profiling analysis in HFL-1 cells transfected with NTC or TAZ siRNA. We extracted top 600 downregulated genes sorted by false discovery rate (FDR) in HFL-1 cells transfected with TAZ siRNA #1 or #2, and obtained 94 commonly downregulated genes (Supplementary Table S1). 

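Of the 14053 genes tested, 6852 had a lower level with siTAZ #1 than with siNTC and 6897 had a lower level with siTAZ #2. These genes were sorted by FDR, with ties broken by p-value, and the first 600 of each list were compared. The highest FDR among the 600 was 0.013 with siTAZ #1 and 0.0052 with siTAZ #2. The lists had 128 genes in common. Among the alternatives at the same list length, leaving out replicate 1 of siTAZ #1, so that the library with the near-missing counts alone stood for siTAZ #1, moved this number most, to 61. Lists of 600 drawn independently would share 25.6 genes, but both comparisons use the same siNTC libraries, whose chance values enter both lists. In 40 sets of counts simulated without any change in any gene, the lists shared between 109 and 143 genes (median 125), and between 120 and 168 (median 141) when the near-missing counts of siTAZ #1 replicate 2 were imitated. The number of shared genes was thus within the range of the simulated sets, while all 128 genes had an FDR under 0.05 with both siRNAs.
The genes with FDR under 0.05 gave a different picture. By edgeR's quasi-likelihood test, 1374 genes were lower and 1515 higher with siTAZ #1, and 2021 were lower and 1983 higher with siTAZ #2. Both siRNAs lowered 525 genes and raised 772. The simulated sets gave 0 genes of either kind in every draw, by this test and by edgeR's exact test. At an unadjusted p under 0.05, they gave 26 to 74 genes lower and 39 to 90 genes higher with both, against 1022 and 1352 in the data. Of the 14053 genes tested, 2453 had the 4 siTAZ libraries below both siNTC libraries and 2617 had them above both, a separation that chance gives in 1 direction for 6.67% of genes. The counts depended on single libraries, and each of the 4 counts for single siRNAs was lowest without siNTC replicate 2, at 277, 279, 714 and 614. A library left alone in its group is assumed to vary like the other groups. The number lowered by both was 76 without siNTC replicate 1, 72 without siNTC replicate 2, 1071 without siTAZ #1 replicate 1, 244 without siTAZ #2 replicate 1 and 264 without siTAZ #2 replicate 2. For the number raised by both, these values were 161, 154, 1251, 410 and 381. Of the 1511 genes with FDR under 0.05 for both siRNAs, 214 went opposite ways. Across the genes tested, which are not independent replicates, the log2 fold changes of the 2 siRNAs had a Pearson r of 0.49. The simulated sets gave 0.50 to 0.55 with intact counts and 0.40 to 0.45 with the near-missing counts imitated. These sets hold no change in any gene, so their r comes from the shared siNTC libraries alone. The data hold called changes as well, so the comparison of r cannot tell how far the siRNAs agree.
All 94 genes of Supplementary Table S1 were found and tested, and all 94 were lower with each siRNA. The FDR was under 0.05 for 90 of them with siTAZ #1, for 89 with siTAZ #2 and for 89 with both. The number with siTAZ #1 was 61 without siNTC replicate 1 and 56 without siNTC replicate 2, and in edgeR's exact test on 4 libraries 41 of the 94 genes had an FDR of 0.05 or more with siTAZ #1. Adjusted over the list alone, the number for both was 90, which is not independent evidence, since the study chose the list on these libraries. Their median log2 fold change was -1.32 with siTAZ #1 (from -4.43 to -0.80) and -1.56 with siTAZ #2 (from -5.56 to -0.68). The 128 shared genes held 73 of the 94. Sorting by log2 fold change in place of FDR moved this number most, to 43, and it was 45 without siTAZ #1 replicate 1. In edgeR's exact test, the lists shared 98 genes, 92 of them among the 94. In that test the simulated sets shared 116 to 152 genes (median 135.5) with intact counts and 73 to 116 (median 95) with the near-missing counts imitated. Of the 94 genes, 5 (ADM2, EIF1AX, GRPR, KIAA1644 and RLIM) lie in the region with near-missing counts in siTAZ #1 replicate 2. All but EIF1AX had an FDR of 0.18 or more with siTAZ #1, and the lowest FDR of the 5 with siTAZ #2 was 0.11. Without that library, each of the 5 was still lower with siTAZ #1, with a log2 fold change of -0.75 (RLIM, FDR 6.4e-05) to -2.02 (GRPR, FDR 3e-05), and each of the 5 passed the threshold with siTAZ #2 too (highest FDR 4.9e-06, EIF1AX).

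**Figure D2:**
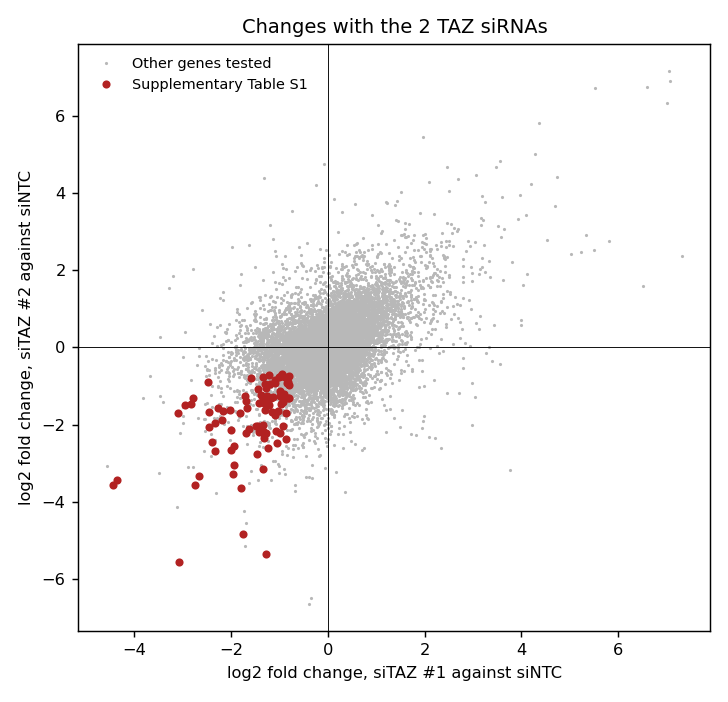
Log2 fold change against siNTC for each of the 14053 genes tested, with siTAZ #1 on the horizontal axis and siTAZ #2 on the vertical axis. The 94 genes of Supplementary Table S1 (red) all lie below 0 on both axes. The siNTC libraries are part of both axes, so a positive relation is present also without any change.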

Gene Ontology analysis showed that they were enriched with genes involved in cell migration and motility (Fig. 4a). This result was in line with our finding that TAZ regulates migration of lung fibroblasts (Fig. 2c).

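Membership in Gene Ontology terms was not analysed here. The values below are those of 6 genes of Supplementary Table S1 that were picked beforehand from that table for a widely known role in actin or migration. Caveolin 1 (CAV1, chromosome 7, 116165048 to 116201233) was at 1350 ± 41.6 CPM (SD, n = 2) with siNTC, 302 ± 17.2 CPM with siTAZ #1 and 434 ± 30.2 CPM with siTAZ #2. Its log2 fold change was -2.16 with siTAZ #1 (standard error 0.09, FDR 0.00058) and -1.64 with siTAZ #2 (standard error 0.09, FDR 0.00063). The chemokine gene CXCL12 (chromosome 10, 44865613 to 44881941) was at 134 ± 13.0 CPM (SD, n = 2) with siNTC, 53.4 ± 1.54 CPM with siTAZ #1 and 28.3 ± 9.53 CPM with siTAZ #2. Its log2 fold change was -1.32 with siTAZ #1 (standard error 0.23, FDR 0.014) and -2.24 with siTAZ #2 (standard error 0.24, FDR 0.0023). The call for CXCL12 with siTAZ #1 depended on both control libraries, since the FDR was 0.078 without siNTC replicate 1 and 0.1 without siNTC replicate 2. WASF2, DAB2, DOCK5 and PHACTR4 had log2 fold changes between -1.38 and -1.25 with siTAZ #1 and between -1.43 and -0.94 with siTAZ #2, and their highest FDR was 0.0038. With edgeR's exact test on 4 libraries, DOCK5 with siTAZ #1 had an FDR of 0.11. For each of the 6 genes, all 4 siTAZ libraries were below both siNTC libraries.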

Connective tissue growth factor (CTGF) is a member of the CCN family of matricellular proteins, and regulates various biological processes associated with fibrogenesis^19^. 

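CTGF lies on chromosome 6 from 132269316 to 132272512. It was at 1260 ± 33.0 CPM (SD, n = 2) in siNTC-transfected HFL-1 cells, at 450 ± 51.2 CPM (SD, n = 2) with siTAZ #1 and at 305 ± 6.36 CPM (SD, n = 2) with siTAZ #2. The log2 fold change was -1.48 with siTAZ #1 (standard error 0.10, FDR 0.001) and -2.04 with siTAZ #2 (standard error 0.10, FDR 0.0005). Every alternative kept both calls, with a highest FDR of 0.026 and 0.017. CTGF was lower with siTAZ #2 than with siTAZ #1 (log2 difference 0.56, standard error 0.10, FDR 0.01), a call that was lost without siTAZ #2 replicate 1 (FDR 0.067), without siTAZ #2 replicate 2 (FDR 0.064) and in edgeR's exact test on 4 libraries (FDR 0.49).
A list of 22 canonical YAP/TAZ target genes, written beforehand, had a median log2 fold change of -0.38 with siTAZ #1, where 14 of 22 genes were lower, and of -0.29 with siTAZ #2, where 14 were lower. In camera, a test for lists of genes with a preset inter-gene correlation of 0.01, the adjusted p was 0.0095 with siTAZ #1 and 0.026 with siTAZ #2, adjusted over 14 tests of 7 lists. The list shares 4 genes (CTGF, IGFBP3, CRIM1 and DOCK5) with Supplementary Table S1. Without them, the median was -0.09 with siTAZ #1 (adjusted p 0.45) and -0.19 with siTAZ #2 (adjusted p 0.55). The study chose these 4 genes as lowered in these same libraries, so leaving them out raises the median by selection. The values without them therefore cannot decide whether the list responds. The Supplementary Table S1 list itself had an adjusted p of 1.9e-50 with siTAZ #1 and 2.8e-46 with siTAZ #2, which is not independent evidence, since the study chose it on these libraries. Over all 7 lists, fry kept every camera call except the S phase and G2M phase lists with siTAZ #1, and camera with the correlation estimated from the data kept the calls of the Supplementary Table S1 list alone (adjusted p 0.047 with each siRNA).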

CTGF is a well-characterized TAZ target gene in various cell types, and was also downregulated by TAZ knockdown in human lung fibroblasts. Moreover, a component of type I collagen, collagen 1A2, was also included in the genes regulated by TAZ in lung fibroblasts. Downregulation of these genes determined by RNA-sequencing was further validated by quantitative reverse transcription-PCR (qRT-PCR) in HFL-1 and WI-38 lung fibroblasts (Fig. 4b). These findings suggested that the profibrotic roles of TAZ might be mediated, in part, by the expression of CTGF and collagen 1A2.

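COL1A2 lies on chromosome 7 from 94024207 to 94060539. It was at 12400 ± 275 CPM (SD, n = 2) with siNTC, at 6170 ± 947 CPM (SD, n = 2) with siTAZ #1 and at 7280 ± 780 CPM (SD, n = 2) with siTAZ #2, and all 4 siTAZ libraries were below both siNTC libraries. The log2 fold change was -1.01 with siTAZ #1 (standard error 0.14, FDR 0.0071) and -0.77 with siTAZ #2 (standard error 0.14, FDR 0.012). The direction held under every alternative. The call did not. Without siNTC replicate 1, the FDR was 0.071 with siTAZ #1 and 0.082 with siTAZ #2, and without siNTC replicate 2, it was 0.076 and 0.094. The call with siTAZ #2 was also lost without siTAZ #2 replicate 1 (log2 fold change -0.67). The call with siTAZ #1 was lost in edgeR's exact test on 4 libraries (FDR 0.095). In simulated data with the near-missing counts imitated, that test found 0 of 200 genes changed 2-fold with siTAZ #1. Its lost call therefore says little about COL1A2.
COL1A1, the other component of type I collagen (chromosome 17, 48261462 to 48278993), was at 9300 ± 555 CPM (SD, n = 2) with siNTC, 5650 ± 162 CPM with siTAZ #1 and 10700 ± 346 CPM with siTAZ #2. Its log2 fold change was -0.72 with siTAZ #1 (standard error 0.10, FDR 0.0062) and 0.20 with siTAZ #2 (standard error 0.10, FDR 0.17), and the difference between the siRNAs was -0.92 (standard error 0.10, FDR 0.0022, lost in the exact test at FDR 0.11). The value with siTAZ #2 changed sign to -0.07 with an offset for GC content, an alternative chosen after seeing the data, and it passed the threshold without siTAZ #1 replicate 1 (FDR 0.013), without siTAZ #1 replicate 2 (FDR 0.012) and in a fit of 4 libraries (FDR 0.027). The call with siTAZ #1 was lost without siNTC replicate 1 (FDR 0.063), without siNTC replicate 2 (FDR 0.085) and in the exact test (FDR 0.33). GAPDH, the reference gene of the qRT-PCR (chromosome 12, 6643678 to 6647540), had a log2 fold change of -0.08 with siTAZ #1 (standard error 0.09, FDR 0.57) and 0.06 with siTAZ #2 (standard error 0.09, FDR 0.64), the latter changing sign to -0.02 without siTAZ #2 replicate 1 and with the offset for GC content. A list of 30 myofibroblast and matrix genes, written beforehand and holding both COL1A2 and CTGF, had a median log2 fold change of -0.12 with siTAZ #1, where 20 genes were lower, and of -0.10 with siTAZ #2, where 15 were lower. Its adjusted p from camera was 0.11 and 0.24. Without siTAZ #1 replicate 1, its median with siTAZ #1 was -0.26, but there the library with near-missing counts stood alone for siTAZ #1. Without the genes of that region, a setting chosen after seeing the data, 28 of the 30 genes were left. Their median with siTAZ #1 was -0.13 (camera, adjusted p 0.079). The list with siTAZ #1 passed the threshold without the filter on low counts (adjusted p 0.031). The median with siTAZ #2 changed sign to 0.06 without the genes of Supplementary Table S1. From the lower expression of CTGF and collagen 1A2 after TAZ knockdown, by RNA sequencing and qRT-PCR, the paper proposes that both genes might carry part of the profibrotic roles of TAZ.

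**Figure D3:**
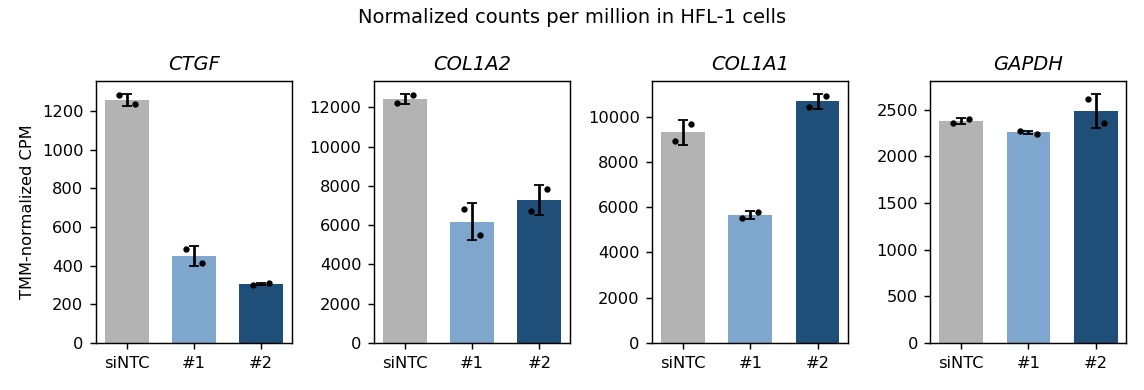
TMM-normalized CPM of CTGF, COL1A2, COL1A1 and GAPDH in HFL-1 cells transfected with siNTC, siTAZ #1 or siTAZ #2. Bars are means of 2 libraries, error bars are the SD, and points are the libraries. CTGF and COL1A2 are lower in all 4 siTAZ libraries, and COL1A1 is lower in both siTAZ #1 libraries.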

It is known that TGF-β directly activates CTGF transcription in fibroblasts^20^. Moreover, we have previously demonstrated that TAZ upregulates CTGF, cooperatively with TGF-β signaling in mouse lung epithelial cells^3^. To test whether similar mechanisms are active in human lung fibroblasts, we investigated the effects of TAZ and/or YAP knockdown, and TGF-β stimulation on CTGF expression in HFL-1 cells. TAZ or YAP silencing caused modest suppression of CTGF at protein level while TAZ/YAP double knockdown led to robust CTGF downregulation (Fig. 4c).

### TAZ-regulated genes in human lung fibroblasts

We previously defined TAZ-regulated genes in epithelial or cancer cells by merging the transcriptome data from A549, H441, MCF10A, and SW480 cells^6^. In the present data of lung fibroblasts, TAZ regulated a distinct set of genes that have not been described in other cell types. Indeed, TAZ-regulated genes in lung fibroblasts were associated with cell migration and motility in contrast with our previous observation that TAZ-regulated genes in epithelial or cancer cells are related to cell cycle regulation. 

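The association with cell cycle genes was examined with the lists of S phase genes (43 genes) and G2M phase genes (54 genes) that the Seurat package provides. Supplementary Table S1 held 0 genes of the S phase list and 1 gene (CBX5) of the G2M phase list. The lists do not cover every cell cycle gene. CDC25B, which that table names as a cell division cycle gene, is in neither list. Its log2 fold change was -0.84 with siTAZ #1 (FDR 0.0028) and -0.91 with siTAZ #2 (FDR 0.0015). The lists themselves changed with siTAZ #2. The median log2 fold change of the S phase list was -0.64 with siTAZ #2, where 41 of 43 genes were lower (camera, adjusted p 8.3e-09), and that of the G2M phase list was -0.88, where 51 of 54 genes were lower (adjusted p 9.7e-16). With siTAZ #1, the medians were 0.25 for S phase, where 31 of 43 genes were higher (adjusted p 0.033), and 0.14 for G2M phase, where 42 of 54 genes were higher (adjusted p 0.026). The calls with siTAZ #1 were not stable. Without siTAZ #1 replicate 1 the adjusted p was 0.13 for S phase and 0.096 for G2M phase, without siTAZ #1 replicate 2 it was 0.18 and 0.17, and S phase also lost its call without siNTC replicate 1 (adjusted p 0.066). The siRNAs differed by a median of 0.76 for S phase (adjusted p 1.4e-11) and of 1.19 for G2M phase (adjusted p 2.6e-18). The estimated inter-gene correlation moved these tests most, and gave an adjusted p of 0.14 for the difference in each list. The calls with siTAZ #2 were lost with it too, at an adjusted p of 0.15 for S phase and 0.12 for G2M phase. Gene lists from epithelial or cancer cells were not analysed here.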

By comparing these gene sets, we also noted commonly regulated genes among different cell types, including CTGF, insulin-like growth factor-binding protein 3 (IGFBP3), coronin actin binding protein 1 C (CORO1C), cysteine-rich transmembrane bone morphogenetic protein regulator 1 (CRIM1), and high mobility group nucleosomal binding domain 2 (HMGN2) (Supplementary Fig. S4).

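IGFBP3 (chromosome 7, 45951844 to 45961473) had the largest change of these genes, from 327 ± 23.7 CPM (SD, n = 2) with siNTC to 15.8 ± 1.75 CPM with siTAZ #1 and 30.2 ± 4.60 CPM with siTAZ #2. The log2 fold changes were -4.37 (standard error 0.16, FDR 0.00043) and -3.43 (standard error 0.15, FDR 0.00037). CORO1C (chromosome 12, 109038885 to 109125302) fell from 545 ± 40.1 CPM (SD, n = 2) to 154 ± 0.606 CPM with siTAZ #1 and 168 ± 20.1 CPM with siTAZ #2, with log2 fold changes of -1.82 (standard error 0.11, FDR 0.00084) and -1.70 (standard error 0.11, FDR 0.00069). CRIM1 (chromosome 2, 36582921 to 36778278) went from 466 ± 8.87 CPM (SD, n = 2) to 144 ± 3.57 CPM and 177 ± 21.4 CPM, with log2 fold changes of -1.70 (standard error 0.10, FDR 0.00084) and -1.40 (standard error 0.10, FDR 0.00088). HMGN2 (chromosome 1, 26798931 to 26803133) went from 565 ± 16.2 CPM (SD, n = 2) to 299 ± 54.9 CPM with siTAZ #1 and 137 ± 16.3 CPM with siTAZ #2. Its log2 fold change was -0.92 with siTAZ #1 (standard error 0.15, FDR 0.011) and -2.04 with siTAZ #2 (standard error 0.15, FDR 0.00092), a difference of 1.12 between the siRNAs (standard error 0.15, FDR 0.0042). The call for HMGN2 with siTAZ #1 was lost without siNTC replicate 1 (FDR 0.09), without siNTC replicate 2 (FDR 0.079) and in edgeR's exact test (FDR 0.14). The calls against siNTC for IGFBP3, CORO1C and CRIM1 held under every alternative tried. The gene sets of the other cell types were not analysed here.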

TGF-β is the most potent cytokine to elicit myofibroblast differentiation and enhance production of ECM components, and thereby plays a pivotal role in tissue remodeling^11^. We previously defined TGF-β-regulated genes in lung fibroblasts^21^. 

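FST (chromosome 5, 52776456 to 52782964) was at 579 ± 5.51 CPM (SD, n = 2) with siNTC, 277 ± 23.4 CPM with siTAZ #1 and 129 ± 7.34 CPM with siTAZ #2. Its log2 fold change was -1.06 with siTAZ #1 (standard error 0.09, FDR 0.0018) and -2.16 with siTAZ #2 (standard error 0.10, FDR 0.00037), and the difference of 1.10 between the siRNAs was larger than the spread of the libraries (standard error 0.09, FDR 0.0013). FSTL1 (chromosome 3, 120111140 to 120169863) was at 1700 ± 54.3 CPM (SD, n = 2) with siNTC, 675 ± 97.1 CPM with siTAZ #1 and 1010 ± 35.3 CPM with siTAZ #2. The log2 fold changes were -1.33 (standard error 0.12, FDR 0.0019) and -0.75 (standard error 0.12, FDR 0.0068). The call for FSTL1 with siTAZ #2 was lost without siNTC replicate 1 (FDR 0.053), without siNTC replicate 2 (FDR 0.063) and without siTAZ #2 replicate 1 (FDR 0.053). SULF1 (chromosome 8, 70378859 to 70573150) was the least abundant of these genes, with 190 and 216 counts in the siNTC libraries, 36 and 89 with siTAZ #1, and 74 and 53 with siTAZ #2. Its log2 fold change was -2.34 with siTAZ #1 (standard error 0.22, FDR 0.0024) and -1.94 with siTAZ #2 (standard error 0.22, FDR 0.0026).
Supplementary Fig. S4 names further genes shared with one of the other lists. Of these, GAS5, ASNS, DDIT4, GARS, PCK2, PRSS23 and SLC7A5 were all lower with both siRNAs. Their log2 fold changes ranged from -2.19 (PCK2, FDR 0.00065) to -0.80 (PRSS23, FDR 0.0039) with siTAZ #1, and from -2.22 (ASNS, FDR 0.0011) to -0.75 (PRSS23, FDR 0.0032) with siTAZ #2. With siTAZ #1, ASNS was no longer past the threshold without siNTC replicate 1 (FDR 0.066) or siNTC replicate 2 (FDR 0.064), and PRSS23 without siNTC replicate 2 (FDR 0.051). In edgeR's exact test with siTAZ #1, GAS5 had an FDR of 0.068, PRSS23 of 0.22 and SLC7A5 of 0.13. The list of TGF-β-regulated genes was not analysed here.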

When compared to TAZ-regulated genes in lung fibroblasts, 12 genes were common, including IGFBP3, CORO1C, CRIM1, follistatin (FST), follistatin like 1 (FSTL1), and sulfatase 1 (SULF1) (Supplementary Fig. S4). We could confirm enhanced expression of CTGF following TGF-β stimulation (Fig. 4c). However we missed to include CTGF in TGF-β-regulated genes in the previous report, as it failed to reach the cutoff of significant upregulation, possibly due to the technical limitation of microarray^21^. Our observation that TAZ-regulated genes partly overlapped with those regulated by TGF-β, an established fibrogenic factor, further suggested the profibrotic action of TAZ.

### TAZ gene expression and its clinical significance in interstitial lung disease

Finally, we used the Lung Genomics Research Consortium (LGRC) database, which contains gene expression data from lung tissues and lung functions of patients with pulmonary diseases. We investigated the clinical relevance of TAZ in patients with interstitial lung disease (ILD), the most common type of which is IPF. Patients with ILD tend to show reduced forced vital capacity (FVC) and diffusing capacity for carbon monoxide (DLCO), which decline as the disease progresses. We found negative correlation between TAZ expression level and FVC (n = 249, rho = −0.314, *P* < 0.001), and DLCO (n = 221, rho = −0.320, *P* < 0.001) (Fig. 5a). Furthermore, gene set enrichment analysis (GSEA) was performed in the LGRC cohort using the above-defined 94 TAZ-regulated genes in HFL-1 cells. The patients were divided into two groups according to FVC (cutoff, 50% predicted). We confirmed that TAZ-regulated genes were clearly enriched in lung tissues from patients with low FVC (Fig. 5b), suggesting a close relationship between TAZ activation and disease severity.

Next we identified genes differentially expressed in ILD (n = 254) compared to control (n = 108) individuals in the LGRC cohort using a Bioconductor package limma in R. Forty seven genes met the criteria, logFC (fold change) >2 and FDR <10^−4^. 

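The lung tissue data of the LGRC cohort were not analysed here. In the RNA sequencing of HFL-1 cells, GREM1 (chromosome 15, 33010205 to 33037307) was at 892 ± 17.2 CPM (SD, n = 2) with siNTC, 361 ± 2.5 CPM (SD, n = 2) with siTAZ #1 and 291 ± 18.0 CPM (SD, n = 2) with siTAZ #2. The log2 fold change was -1.30 with siTAZ #1 (standard error 0.08, FDR 0.00084) and -1.62 with siTAZ #2 (standard error 0.08, FDR 0.0005). Among the genes lowered by each siRNA and sorted by FDR, GREM1 held place 34 with siTAZ #1 and place 18 with siTAZ #2. Over the alternatives, the highest FDR was 0.025 and 0.017. The difference between the siRNAs (log2 difference 0.31, standard error 0.08, FDR 0.032) was not stable. It lost its call without siNTC replicate 1 (FDR 0.083), without siNTC replicate 2 (FDR 0.083), without siTAZ #2 replicate 1 (FDR 0.065) and without siTAZ #2 replicate 2 (FDR 0.15), and in 6 further settings. Of these, the exact test gave the highest FDR (0.77), and the offset for GC content, chosen after seeing the data, left the smallest difference (0.17, FDR 0.2).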

When compared to 94 TAZ-regulated genes in lung fibroblasts, only gremlin 1 (GREM1), a bone morphogenetic protein (BMP) antagonist, was overlapped. We confirmed the RNA-sequencing results by qRT-PCR (Supplementary Fig. S5a). Furthermore, positive correlation between TAZ and GREM1 expression levels was found in lung tissues from patients with ILD in the LGRC cohort (Supplementary Fig. S5b). It was noteworthy that Gene Ontology analysis showed enrichment of genes involved in BMP signaling pathway (Fig. 4a), and we noted other BMP accessory proteins such as FST and FSTL among TAZ-regulated genes. 

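Of the genes of Supplementary Table S1, RGMB and TGFBR3 were picked beforehand for a known role in BMP signaling, beside FST, FSTL1, CRIM1 and GREM1. RGMB, which encodes a BMP co-receptor (chromosome 5, 98104354 to 98134347), was at 337 ± 2.22 CPM (SD, n = 2) with siNTC, 188 ± 8.43 CPM with siTAZ #1 and 192 ± 28.6 CPM with siTAZ #2. The log2 fold changes were -0.84 (standard error 0.12, FDR 0.0068) and -0.81 (standard error 0.12, FDR 0.0054). The call with siTAZ #1 was lost without siNTC replicate 1 (FDR 0.064), without siNTC replicate 2 (FDR 0.066) and in edgeR's exact test (FDR 0.17), and the call with siTAZ #2 was lost without siNTC replicate 2 (FDR 0.05 after rounding). TGFBR3 (chromosome 1, 92145900 to 92371892) was at 91.9 ± 4.98 CPM (SD, n = 2) with siNTC, 33.5 ± 3.44 CPM with siTAZ #1 and 13.6 ± 2.38 CPM with siTAZ #2. Its log2 fold changes were -1.45 (standard error 0.16, FDR 0.0039) and -2.75 (standard error 0.17, FDR 0.00064), and the difference between the siRNAs was 1.30 (standard error 0.17, FDR 0.0037, lost in the exact test at FDR 0.082). In each of these 6 genes, all 4 siTAZ libraries were below both siNTC libraries. Gene Ontology terms were not analysed here.

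**Figure D4:**
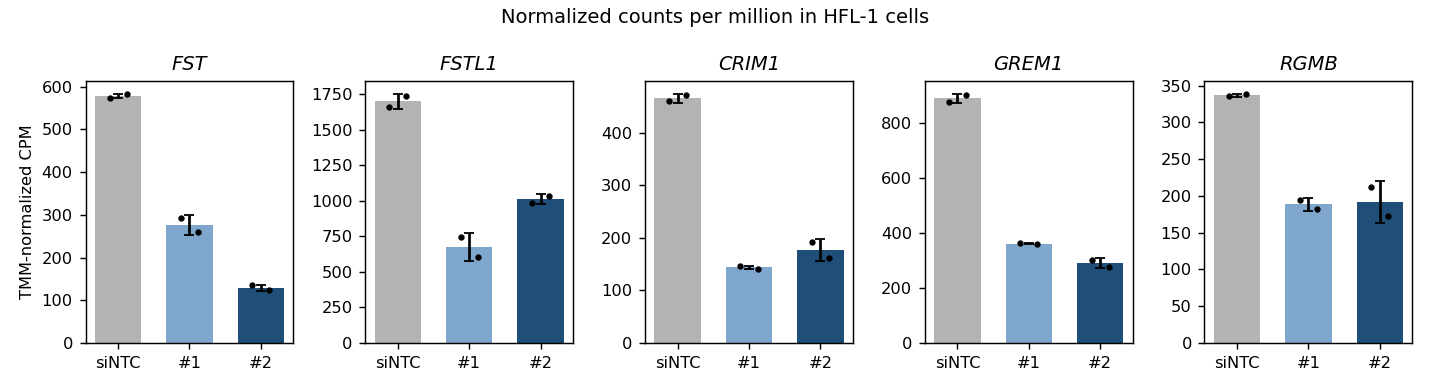
TMM-normalized CPM of FST, FSTL1, CRIM1, GREM1 and RGMB in HFL-1 cells transfected with siNTC, siTAZ #1 or siTAZ #2. Bars are means of 2 libraries, error bars are the SD, and points are the libraries. All 5 genes are lower in each of the 4 siTAZ libraries than in both siNTC libraries.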

Altered expression of BMP accessory proteins in pulmonary fibrosis and their possible role in fibrogenesis has been recently reported^22^. Taken together, the profibrotic action of TAZ may be partially mediated by altered expression of BMP accessory proteins.

## Discussion

A series of recent studies have demonstrated the crucial roles of TAZ/YAP in differentiation and regeneration of lung epithelium^23^,^24^,^25^. However, few studies have considered the roles of TAZ/YAP in lung mesenchymal cells or fibroblasts. Most recently, it has been demonstrated that TAZ/YAP is expressed in the fibroblastic cells of IPF lung tissues, and activated TAZ/YAP drives profibrotic processes in response to mechanical stress^18^. Our findings in the present study augment this previous report and further confirm the functional and clinical significance of TAZ.

We found that TAZ is highly expressed in the fibroblastic foci of lungs from patients with IPF. Cell culture experiments showed that TAZ regulates myofibroblast phenotype, proliferation, migration, and matrix contraction in lung fibroblasts. Importantly, TAZ nuclear localization was more evident when cultured on a stiff matrix, suggesting a TAZ-mediated feed-forward loop of fibroblast activation and tissue fibrosis. Gene expression profiling revealed downstream targets of TAZ, including CTGF and type I collagen. Analyses on the publicly available transcriptome data further substantiated the clinical impact of TAZ.

Evidence is accumulating that suggests crosstalk between TAZ and other signaling pathways such as TGF-β/Smad. In response to TGF-β stimulation, TAZ forms complexes with Smad2/3 that translocate into the nucleus and regulate target gene transcription^26^. Because TGF-β/Smad signaling pathway is important in the pathogenesis of IPF, TAZ may play crucial roles as a hub to integrate mechanotransduction and TGF-β signaling in the context of lung fibrosis^27^.

This study was the first to perform gene expression profiling following TAZ knockdown in human lung fibroblasts, and CTGF was identified to be controlled by TAZ. As CTGF is implicated in lung fibroblast proliferation, migration, and ECM synthesis, the fibrogenic effects of TAZ could, in part, be mediated by CTGF^28^,^29^. Interestingly, previous reports have demonstrated that CTGF is cooperatively regulated by TAZ/YAP and Smad2/3^30^. In the present study, comparison between TAZ-regulated and TGF-β-regulated genes in lung fibroblasts revealed a subset of common genes that could be coordinately regulated. Further studies may reveal their potential involvement in fibrogenic reactions or usefulness as molecular markers.

Most recently, it has been reported that YAP regulates differentiation of dermal fibroblasts into highly contractile myofibroblasts, and that YAP expression levels and nuclear localization are elevated in affected tissues from patients with Dupuytren disease, a fibroproliferative disorder of the hands and fingers^31^. Thus, it would be worthy of investigation whether the profibrotic functions of TAZ observed in this study are also involved in a variety of other fibrotic disorders.

Although the antifibrotic agent pirfenidone and the multi-targeted tyrosine kinase inhibitor nintedanib have been approved for clinical use in some countries, patients with IPF still have poor prognosis^32^,^33^. A high-throughput screening study identified verteporfin as a small molecule inhibitor of interactions between YAP and TEAD^34^. Additionally, Rho and Rho-associated protein kinase (ROCK) inhibitors suppress TAZ/YAP nuclear localization and activity^13^. Given that TAZ/YAP plays fibrogenic roles, such pharmacological inhibitors may be beneficial for treating IPF. Indeed, previous studies suggested that pulmonary fibrosis could be treated by Rho and ROCK inhibition^35^. It has been demonstrated that pulmonary radiation injury and bleomycin-induced pulmonary fibrosis were successfully modulated using Rho and ROCK inhibitors (statins and Y-27632)^36^.

In summary, we elucidated the functional role of TAZ in pulmonary fibrosis, through an integrated analysis that employs bioinformatics, cell cultures, and clinical samples. Our study reveals a mechanism of sustained activation of lung fibroblasts that contributes to pulmonary fibrosis, and offers a potential basis for therapeutic intervention.

## Methods

### Cell culture

HFL-1 and WI-38 human lung fibroblasts were purchased from the American Type Culture Collection (Rockville, MD, USA) and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) on plastic tissue culture dishes. TGF-β1 was purchased from R&D Systems (Minneapolis, MN, USA) and was used at the concentration of 5 ng/ml. To assess the effects of matrix stiffness on TAZ activity, HFL-1 cells were seeded on type I collagen-coated polyacrylamide hydrogels with different stiffness values (Matrigen Life Technologies, Brea, CA, USA). For cell proliferation analysis, HFL-1 cells were seeded in quadruplicate at 2 × 10^4^/well in a 12-well plate. Cell numbers were counted after 24, 72, and 120 h.

### Small interfering RNA experiments

siRNA against human TAZ (Stealth RNAi, siTAZ #1: HSS119546; siTAZ #2: HSS119547), YAP (Stealth RNAi, HSS173621), and the negative control (Stealth RNAi, siNTC: #12935-300) were purchased from Invitrogen (Carlsbad, CA, USA). The cells were transfected with 20 nM siRNA using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions.

### Cell migration analysis

Cell migration was analyzed using the modified Boyden chamber assay with a 96-well chemotaxis chamber and a membrane with 8 μm pore size (ChemoTx, 116 series; Neuro Probe, Gaithersburg, MD, USA). siRNA-transfected HFL-1 cells were suspended in serum-free DMEM, and 80 μL of cell suspension (8 × 10^4^/well) was seeded onto the filters in the upper chambers. The lower chambers were filled with DMEM supplemented with 5 μg/mL fibronectin (Sigma-Aldrich, St. Louis, MO, USA) as a chemoattractant. The cells were allowed to migrate from the upper to the lower chambers through the filters for 6 h. The number of migrated cells was determined by the WST-8 assay (Nacalai Tesque, Kyoto, Japan). The mean of eight chambers was calculated for each group.

For scratch wound healing assay, HFL-1 cells were cultured at confluency, and wounds were generated in the central area of each well. Photographs were taken immediately after the scratch and after 24 h. The distance of cell migration was measured under phase-contrast microscopy.

### Collagen gel contraction assay

Three-dimensional gel cultures were carried out according to the protocol published previously^37^. Briefly, collagen gels were prepared by mixing 0.5 mL of fibroblast cell suspension (1 × 10^6^ cells) in FBS, 2.3 mL type I collagen (Cell matrix type IA; Nitta Gelatin, Tokyo, Japan), 670 μL of 5 × DMEM, and 330 μL reconstitution buffer. The mixture (3 mL) was cast into each well of a 6-well plate. The solution was allowed to polymerize at 37 °C for 30 min. After overnight incubation, each gel was detached and cultured in serum-free DMEM. After 72 h, the surface area of the gels was quantified.

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was extracted from the cells using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA), and first-strand cDNA was synthesized using SuperScript III Reverse Transcriptase (Invitrogen). The qRT-PCR analysis was performed using the Mx-3000P qPCR System (Stratagene, La Jolla, CA, USA) and QuantiTect SYBR Green PCR (Qiagen) according to the manufacturer’s protocol. Expression levels were normalized to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH). The PCR primers used are as follows: TAZ forward, 5′-GTA TCC CAG CCA AAT CTC GTG ATG-3′; TAZ reverse, 5′-CAG CGC ATT GGG CAT ACT CAT G -3′; CTGF forward, 5′-CTT GCG AAG CTG ACC TGG AA-3′; CTGF reverse, 5′-AAA GCT CAA ACT TGA TAG GCT TGG A-3′; collagen 1A2 forward, 5′-GAA AAC ATC CCA GCC AAG AA-3′; collagen 1A2 reverse, 5′-GCC AGT CTC CTC ATC CAT GT-3′; GAPDH forward, 5′-GGT GAA GGT CGG AGT CAA CGG A-3′; GAPDH reverse, 5′-GAG GGA TCT CGC TCC TGG AAG A-3′; GREM1 forward, 5′-AAG CGA GAC TGG TGC AAA AC-3′; GREM1 reverse, 5′-CTT GCA GAA GGA GCA GGA CT-3′.

### RNA sequencing

Total RNA was extracted from HFL-1 cells 48 h after NTC or TAZ siRNA transfection and sequenced using Ion Proton (Ion Torrent, Guilford, CT, USA). Two different TAZ siRNA sequences were transfected in duplicate. We used the following external applications for bioinformatics: FastQ generation (Ion Plugin ver. 4.0.37–1), BAM Alignment to Hg19 (TMAP ver. 3.4.1, the Torrent Mapping Alignment Program for Ion Torrent Data), and Read count analysis (HTseq ver. 0.6.1, Ensemble annotation). Datasets are deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) (GSE73555). We assessed the downregulated genes after TAZ knockdown using EdgeR in R ver. 3.1.0. We extracted the top 600 downregulated genes, which were determined by FDR in HFL-1 cells transfected with TAZ siRNA #1 or #2, and isolated 94 commonly downregulated genes. Gene Ontology analysis of these genes was performed using the DAVID 6.7 functional annotation tool^38^. Gene set enrichment analysis was performed as described previously^39^.

### Immunoblot analysis

Cells were lysed, followed by SDS gel electrophoresis and semi-dry transfer of the proteins to polyvinylidene difluoride membranes, which were probed with anti-TAZ (#2149; Cell Signaling Technology, Beverly, MA, USA). anti-TAZ/YAP (#8418; D24E4, Cell Signaling Technology), anti-CTGF (sc14939; Santa Cruz Biotechnology, Dallas, TX, USA), or anti-α-SMA (Sigma-Aldrich) antibodies, and the appropriate horseradish peroxidase-conjugated secondary antibodies. Immunodetection was performed with the ECL Prime Western Blotting Detection Kit (GE Healthcare, Buckinghamshire, UK).

### Immunofluorescence

Cells were fixed in formalin, permeabilized with 0.3% Triton X-100, and blocked with 5% normal goat serum in PBS for 1 h. The cells were incubated with anti-TAZ antibody (1:250 dilution, HPA007415; Sigma-Aldrich) or anti-α-SMA (1:250 dilution, Sigma-Aldrich) at 4 °C overnight, and further incubated for 1 h with secondary goat anti-rabbit Alexa Fluor 594-conjugated antibody (1:500 dilution, Life Technologies) or anti-mouse Alexa Fluor 488-conjugated antibody (1:500 dilution, Life Technologies), respectively. siRNA-transfected HFL-1 cells were stained with Acti-stain 488 phalloidin to detect F-actin (Cytoskeleton Inc., Denver, CO, USA), and the nuclei were stained with DAPI.

### Immunohistochemistry

Lung specimens of pulmonary fibrosis were obtained from five patients pathologically diagnosed with usual interstitial pneumonia (UIP). Normal control lung tissues were obtained from normal areas of surgically resected lungs from patients with lung cancer. The study protocol was approved by the Human Ethics Review Committee of Nippon Medical School and informed consent was obtained from all patients. Paraffin sections were deparaffinized on silane-coated slides, rehydrated and immersed in a solution of 0.3% hydrogen peroxide in methanol for 30 min to eliminate endogenous peroxidase. The tissue sections were processed for epitope retrieval by heat (120 °C, 20 min) in 0.01 M sodium citrate buffer (pH 6.0) and incubated with anti-TAZ (1:100 dilution, Sigma-Aldrich) or anti-α-SMA (1:500 dilution, Dako, Glostrup, Denmark) antibodies at 4 °C overnight. The sections were then incubated with Histofine Simple Stain Kits (Nichirei Biosciences, Tokyo, Japan) as secondary antibodies with peroxidase for 30 min. Peroxidase activity was detected with a solution of 3,3′-diaminobenzidine and H_2_O_2_, and counterstained with Mayer’s hematoxylin.

### Statistical analysis

Differences were detected with Student’s *t-*test using JMP Pro ver. 11.0.0 software (SAS Institute, Cary, NC, USA). Spearman’s rho was used to quantify the correlation between TAZ expression level and clinical parameters. *P* < 0.05 was considered significant. All data are expressed as means ± standard deviations.

## Additional Information

**How to cite this article**: Noguchi, S. *et al*. TAZ contributes to pulmonary fibrosis by activating profibrotic functions of lung fibroblasts. *Sci. Rep.* **7**, 42595; doi: 10.1038/srep42595 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary File

## Figures and Tables

**Figure 1:**
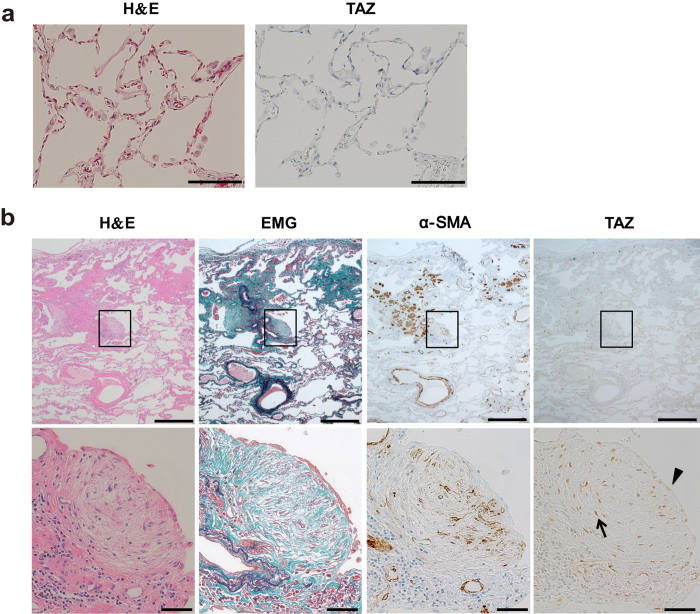
TAZ expression in the alveoli of normal lungs, and the fibroblastic foci in idiopathic pulmonary fibrosis (IPF). (**a**) Representative hematoxylin and eosin (H&E) image and TAZ immunohistochemistry (IHC) in the normal alveoli. TAZ immunoreactivity was nearly negative. Scale bar = 50 μm. (**b**) Representative H&E and Elastica Masson Goldner (EMG) staining, and IHC for α-smooth muscle actin (α-SMA) and TAZ in the fibroblastic foci of IPF lungs. Upper panel: low magnification. The fibroblastic foci were found in IPF lung tissues (black box). Scale bar = 500 μm. Lower panel: high magnification. Strong TAZ immunoreactivity was found in the nuclei of fibroblasts that were within the fibroblastic foci and positive for α-SMA (arrow). TAZ staining was negative or weak in the metaplastic epithelial cells (arrowheads) overlying the dense fibrotic lesions. Scale bar = 25 μm.

**Figure 2:**
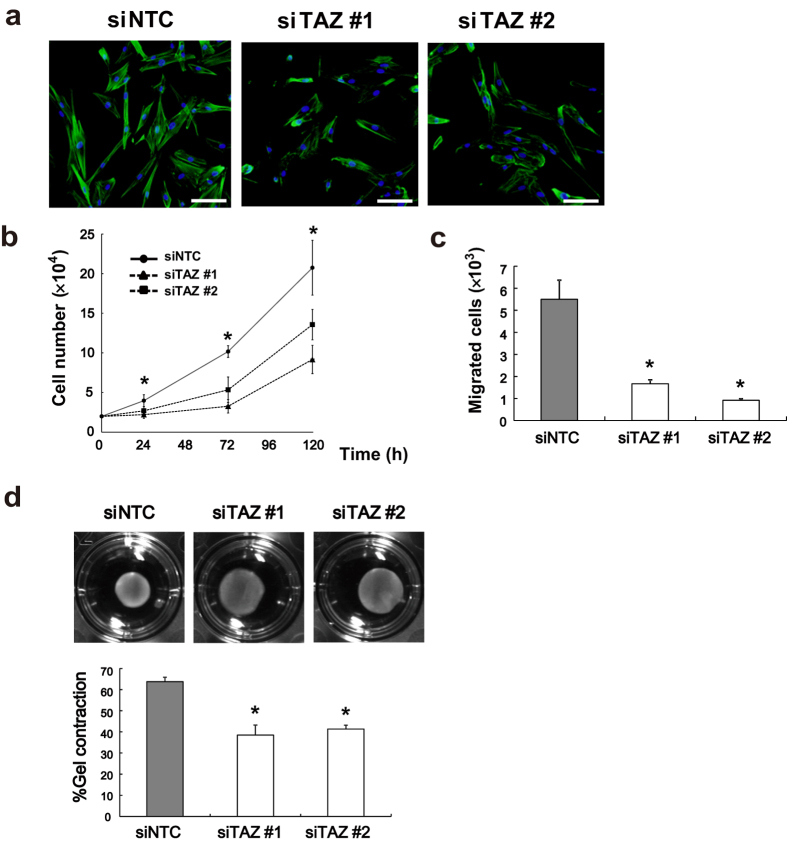
TAZ controls actin stress fiber, proliferation, migration, and collagen gel contraction. (**a**) siRNA-transfected HFL-1 cells were stained with fluorescein-phalloidin (green) to visualize F-actin. DAPI was used for nuclear staining (blue). Scale bar = 100 μm. (**b**) siRNA-transfected HFL-1 cells were seeded at a density of 2 × 10^4^/well in quadruplicate. Cell numbers were counted after 24, 72, and 120 h. (**c**) Migration of siRNA-transfected HFL-1 cells was measured with the Boyden blind-well assay system (n = 8 for each group). Human fibronectin was added to the lower chambers as a chemoattractant. The cells were seeded onto the upper chambers (8 × 10^4^/well) and allowed to migrate for 6 h. The number of migrated cells was determined by the WST-8 assay. (**d**) siRNA-transfected HFL-1 cells were embedded in collagen gels. After 72 h, the area of each gel was quantified. Representative photographs of collagen gels (upper). Percentage of contracted gel area compared to the initial size (lower). Error bars represent standard deviations. ^*^P < 0.05, Student’s *t*-test.

**Figure 3:**
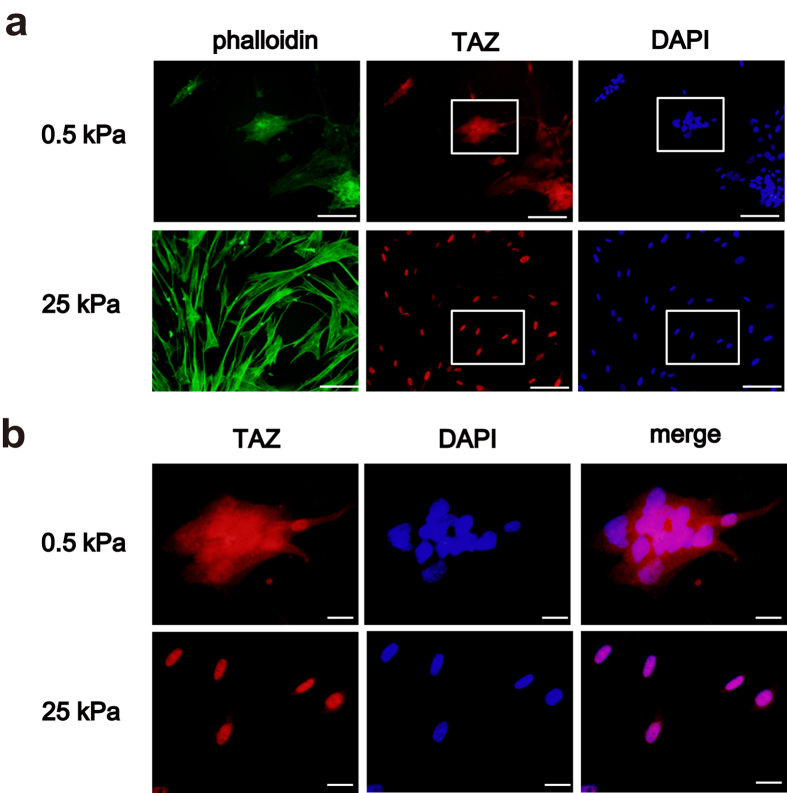
TAZ nuclear localization on a stiff matrix. HFL-1 cells were seeded on type I collagen-coated polyacrylamide hydrogels with different stiffness values (0.5 and 25 kPa). TAZ expression was examined after 48 h by immunofluorescence (red). Cells were also stained with fluorescein-phalloidin (green) to visualize F-actin. DAPI was used for nuclear staining (blue). (**a**) Low magnification. Scale bar = 50 μm. (**b**) High magnification of the area in the white box in (**a**). Scale bar = 10 μm.

**Figure 4:**
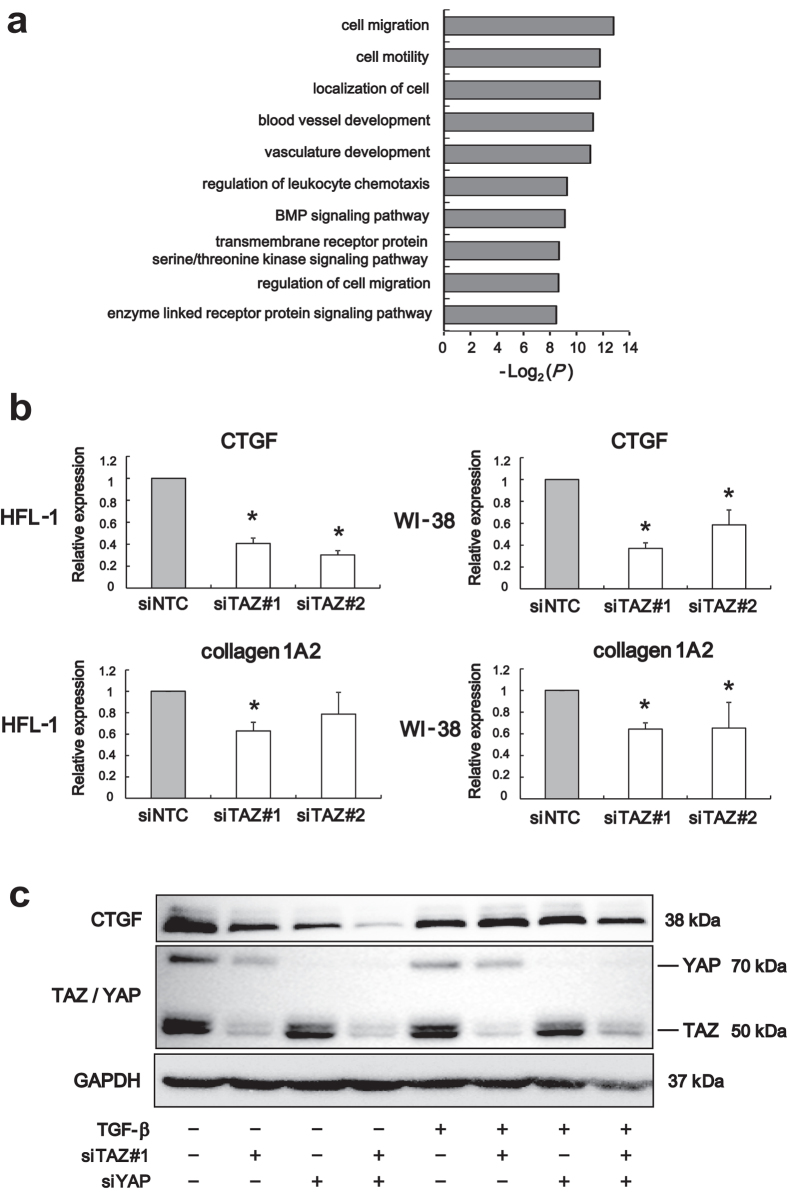
RNA-sequencing identifies connective tissue growth factor (CTGF) as a transcriptional target of TAZ in lung fibroblasts. (**a**) Gene Ontology analysis of the commonly downregulated genes in HFL-1 cells transfected with TAZ siRNA #1 or #2. The data presented is log transformed *P*-values of GO terms enriched in the TAZ-regulated genes. (**b**) Relative expression levels of the indicated transcripts in HFL-1 and WI-38 cells transfected with siNTC or siTAZ were analyzed by qRT-PCR. Error bars represent standard deviations. *P < 0.05, Student’s *t*-test. (**c**) Immunoblotting for TAZ and YAP, and CTGF in HFL-1 cells transfected with TAZ siRNA #1 and/or YAP siRNA in the presence or absence of 5 ng/ml TGF-β stimulation for 48 h. GAPDH was used as the loading control. Molecular weight of each protein is indicated.

**Figure 5:**
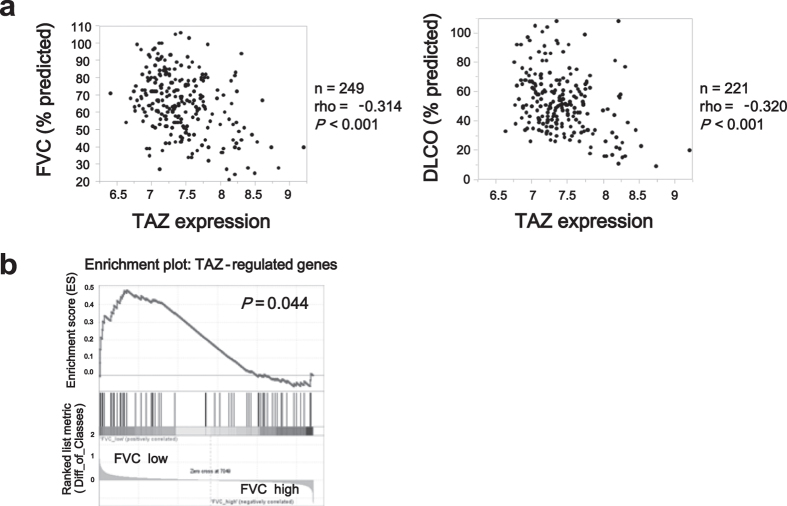
TAZ gene expression and its clinical correlation in patients with interstitial lung disease (ILD). (**a**) Correlation between TAZ expression level and percent predicted forced vital capacity (FVC) or diffusing capacity of the lungs for carbon monoxide (DLCO) in patients with ILD. TAZ expression data were extracted from the mRNA expression catalogue available in the Lung Genomic Research Consortium (LGRC) database (Probe set: A_23_P29769). Details about the samples are available at the LGRC website (https://www.lung-genomics.org). Spearman correlation coefficients (rho) and *P*-values were calculated (n = 249 and 221, respectively). (**b**) Gene set enrichment analysis (GSEA) was performed in the LGRC cohort using the set of 94 TAZ-regulated genes in HFL-1 cells. Patients with ILD were divided into two groups according to percent predicted FVC (cutoff, 50%). The enrichment of TAZ-regulated genes is shown schematically with the genes that correlated best with low FVC on the left and those that correlated best with high FVC on the right.

# Supplementary material for: TAZ contributes to pulmonary fibrosis by activating profibrotic functions of lung fibroblasts
**Source:** Sci Rep. 2017 Feb 14;7:42595. doi: 10.1038/srep42595

# **TAZ contributes to pulmonary fibrosis by activating profibrotic functions of lung fibroblasts**

Satoshi Noguchi<sup>1</sup>, Akira Saito<sup>1, 2\*</sup>, Yu Mikami<sup>1, 3</sup>, Hirokazu Urushiyama<sup>1, 4</sup>, Masafumi Horie<sup>1, 2</sup>, Hirotaka Matsuzaki<sup>1</sup>, Hideyuki Takeshima<sup>1</sup>, Kosuke Makita<sup>1</sup>, Naoya Miyashita<sup>1</sup>, Akihisa Mitani<sup>1</sup>, Taisuke Jo<sup>1, 2</sup>, Yasuhiro Yamauchi<sup>1</sup>, Yasuhiro Terasaki<sup>4</sup> and Takahide Nagase<sup>1</sup>

## **Supplementary Information**

## Supplementary figure legends

### Supplementary Figure S1. TAZ expression in lung fibroblasts and epithelial cells.

(a) TAZ expression in lung fibroblasts and epithelial cells. Cap analysis gene expression (CAGE) data were obtained from the ZENBU database (<http://fantom.gsc.riken.jp/zenbu/>). Y-axis represents CAGE tag counts (tags per million: TPM). SAEs, Small airway epithelial cells; AECs, Alveolar epithelial cells.

(b) TAZ expression in lung fibroblasts derived from normal or idiopathic pulmonary fibrosis (IPF) lungs was analyzed using the GSE40839 microarray dataset. Probe set 202132\_at. was used. \* $P < 0.05$ , Student's  $t$ -test.

### Supplementary Figure S2. TAZ knockdown and myofibroblast phenotype in HFL-1 cells cultured on plastic tissue culture plates.

(a) TAZ and  $\alpha$ -smooth muscle actin ( $\alpha$ -SMA) expression was examined by immunofluorescence in HFL-1 cells seeded on plastic tissue culture plates (red and green, respectively). DAPI was used for nuclear staining (blue). Scale bar = 50  $\mu$ m. (b) HFL-1 cells were transfected with siNTC (control siRNA) or siTAZ (TAZ siRNA #1 and #2). Immunoblotting for TAZ was performed. GAPDH was used as the loading control. Molecular weight of each protein is indicated. (c) HFL-1 cells were transfected with siNTC (control siRNA) or siTAZ (TAZ siRNA #1 and #2) in the presence or absence of 5 ng/ml TGF- $\beta$  stimulation. Immunoblotting for  $\alpha$ -SMA was performed.

GAPDH was used as the loading control. Molecular weight of each protein is indicated.

**Supplementary Figure S3.** Scratch wound healing assay.

(a) HFL-1 cells transfected with siNTC (control siRNA) or siTAZ (TAZ siRNA #1 and #2) were grown at confluency, and wounds were generated by cell scratching. The distance of cell migration was measured after 24 h for each group. (b) Relative distance of cell migration compared to the control is shown ( $n = 3$  for each group). Error bars represent standard deviations.  $*P < 0.05$ , Student's  $t$ -test.

**Supplementary Figure S4.** Venn diagram showing overlaps of TAZ-regulated genes in lung fibroblasts, those in epithelial or cancer cells, and transforming growth factor (TGF)- $\beta$ -regulated genes in lung fibroblasts. The number in parentheses represents the total number of genes in each group.

**Supplementary Figure S5.** TAZ regulates the expression of gremlin 1.

(a) Relative expression levels of gremlin 1 (GREM1) in HFL-1 cells transfected with siNTC or siTAZ were analyzed by qRT-PCR. Error bars represent standard deviations.  $*P < 0.05$ , Student's  $t$ -test. (b) Correlation between TAZ and GREM1 expression was examined in lung tissues from patients with interstitial lung disease (ILD) in the Lung Genomics Research Consortium (LGRC) cohort. Spearman correlation coefficients ( $\rho$ ) and the  $P$  value were calculated.

**Supplementary Table S1.** The commonly downregulated genes in HFL-1 cells transfected with TAZ siRNA #1 or #2.

| Gene symbol      | Gene name                                                    |
|------------------|--------------------------------------------------------------|
| <i>ABCF1</i>     | ATP-binding cassette, sub-family F (GCN20), member 1         |
| <i>ABHD2</i>     | abhydrolase domain containing 2                              |
| <i>ACSS1</i>     | acyl-CoA synthetase short-chain family member 1              |
| <i>ADAMTS15</i>  | ADAM metalloproteinase with thrombospondin type 1 motif, 15  |
| <i>ADH1B</i>     | alcohol dehydrogenase 1B (class I)                           |
| <i>ADM2</i>      | adrenomedullin 2                                             |
| <i>AHNAK</i>     | AHNAK nucleoprotein                                          |
| <i>ALDH1L2</i>   | aldehyde dehydrogenase 1 family, member L2                   |
| <i>ALDH6A1</i>   | aldehyde dehydrogenase 6 family, member A1                   |
| <i>ANKRD13A</i>  | ankyrin repeat domain 13A                                    |
| <i>AOX1</i>      | aldehyde oxidase 1                                           |
| <i>ARID5B</i>    | AT rich interactive domain 5B (MRF1-like)                    |
| <i>ARL6IP1</i>   | ADP-ribosylation factor-like 6 interacting protein 1         |
| <i>ASNS</i>      | asparagine synthetase                                        |
| <i>ATP2B4</i>    | ATPase, Ca <sup>++</sup> transporting, plasma membrane 4     |
| <i>AURKAPS1</i>  | aurora kinase A pseudogene 1                                 |
| <i>B3GALT2</i>   | beta 1,3-galactosyltransferase, polypeptide 2                |
| <i>BCYRN1</i>    | brain cytoplasmic RNA 1 (non-protein coding)                 |
| <i>C20orf194</i> | chromosome 20 open reading frame 194                         |
| <i>CAV1</i>      | caveolin 1, caveolae protein, 22kDa                          |
| <i>CBX5</i>      | chromobox homolog 5 (HP1 alpha homolog, Drosophila)          |
| <i>CCBE1</i>     | collagen and calcium binding EGF domains 1                   |
| <i>CDC25B</i>    | cell division cycle 25 homolog B (S. pombe)                  |
| <i>CELF2</i>     | CUG triplet repeat, RNA binding protein 2                    |
| <i>CHSY1</i>     | chondroitin sulfate synthase 1                               |
| <i>COL1A2</i>    | collagen, type I, alpha 2                                    |
| <i>CORO1C</i>    | coronin, actin binding protein, 1C                           |
| <i>COX15</i>     | COX15 homolog, cytochrome c oxidase assembly protein (yeast) |
| <i>CRIM1</i>     | cysteine rich transmembrane BMP regulator 1 (chordin-like)   |
| <i>CTGF</i>      | connective tissue growth factor                              |

|                  |                                                                                                                                       |
|------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| <i>CXCL12</i>    | chemokine (C-X-C motif) ligand 12 (stromal cell-derived factor 1)                                                                     |
| <i>DAB2</i>      | disabled homolog 2, mitogen-responsive phosphoprotein ( <i>Drosophila</i> )                                                           |
| <i>DDIT4</i>     | DNA-damage-inducible transcript 4                                                                                                     |
| <i>DOCK5</i>     | dedicator of cytokinesis 5                                                                                                            |
| <i>EIF1AX</i>    | eukaryotic translation initiation factor 1A, X-linked                                                                                 |
| <i>ELL2</i>      | elongation factor, RNA polymerase II, 2                                                                                               |
| <i>ELOVL2</i>    | elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 2                                                        |
| <i>EMG1</i>      | EMG1 nucleolar protein homolog ( <i>S. cerevisiae</i> )                                                                               |
| <i>FAM107B</i>   | family with sequence similarity 107, member B                                                                                         |
| <i>FOXM1</i>     | forkhead box M1                                                                                                                       |
| <i>FST</i>       | follostatin                                                                                                                           |
| <i>FSTL1</i>     | follostatin-like 1                                                                                                                    |
| <i>GARS</i>      | glycyl-tRNA synthetase                                                                                                                |
| <i>GAS5</i>      | growth arrest-specific 5 (non-protein coding)                                                                                         |
| <i>GDAP1</i>     | ganglioside-induced differentiation-associated protein 1                                                                              |
| <i>GFRA1</i>     | GDNF family receptor alpha 1                                                                                                          |
| <i>GREM1</i>     | gremlin 1, cysteine knot superfamily, homolog ( <i>Xenopus laevis</i> )                                                               |
| <i>GRPR</i>      | gastrin-releasing peptide receptor                                                                                                    |
| <i>GUCY1A2</i>   | guanylate cyclase 1, soluble, alpha 2                                                                                                 |
| <i>GUCY1B3</i>   | guanylate cyclase 1, soluble, beta 3                                                                                                  |
| <i>HADHA</i>     | hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase (trifunctional protein), alpha subunit |
| <i>HDDC3</i>     | HD domain containing 3                                                                                                                |
| <i>HEBP1</i>     | heme binding protein 1                                                                                                                |
| <i>HIST1H2BK</i> | histone cluster 1, H2bk                                                                                                               |
| <i>HMGN2</i>     | high-mobility group nucleosomal binding domain 2                                                                                      |
| <i>HSPB6</i>     | heat shock protein, alpha-crystallin-related, B6                                                                                      |
| <i>IGFBP3</i>    | insulin-like growth factor binding protein 3                                                                                          |
| <i>IL6R</i>      | interleukin 6 receptor                                                                                                                |
| <i>IMPDH2</i>    | IMP (inosine monophosphate) dehydrogenase 2                                                                                           |
| <i>INHBE</i>     | inhibin, beta E                                                                                                                       |
| <i>KCNE4</i>     | potassium voltage-gated channel, Isk-related family, member 4                                                                         |
| <i>KCNJ2</i>     | potassium inwardly-rectifying channel, subfamily J, member 2                                                                          |
| <i>KCNN2</i>     | potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2                                             |

|                 |                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------|
| <i>KIAA1644</i> | KIAA1644                                                                                    |
| <i>MASP1</i>    | mannan-binding lectin serine peptidase 1 (C4/C2 activating component of Ra-reactive factor) |
| <i>MATN2</i>    | matrilin 2                                                                                  |
| <i>MICALL1</i>  | MICAL-like 1                                                                                |
| <i>MOV10</i>    | Mov10, Moloney leukemia virus 10, homolog (mouse)                                           |
| <i>NAV2</i>     | neuron navigator 2                                                                          |
| <i>PCK2</i>     | phosphoenolpyruvate carboxykinase 2 (mitochondrial)                                         |
| <i>PHACTR4</i>  | phosphatase and actin regulator 4                                                           |
| <i>PMP22</i>    | peripheral myelin protein 22                                                                |
| <i>PNPO</i>     | pyridoxamine 5'-phosphate oxidase                                                           |
| <i>PPAP2B</i>   | phosphatidic acid phosphatase type 2B                                                       |
| <i>PPP1R3C</i>  | protein phosphatase 1, regulatory (inhibitor) subunit 3C                                    |
| <i>PRSS23</i>   | protease, serine, 23                                                                        |
| <i>RBMS2</i>    | RNA binding motif, single stranded interacting protein 2                                    |
| <i>RELN</i>     | reelin                                                                                      |
| <i>RGMB</i>     | RGM domain family, member B                                                                 |
| <i>RLIM</i>     | ring finger protein, LIM domain interacting                                                 |
| <i>RPL23P8</i>  | ribosomal protein L23 pseudogene 8                                                          |
| <i>S100A10</i>  | S100 calcium binding protein A10                                                            |
| <i>SH3D19</i>   | SH3 domain containing 19                                                                    |
| <i>SLC7A14</i>  | solute carrier family 7 (cationic amino acid transporter, y+ system), member 14             |
| <i>SLC7A5</i>   | solute carrier family 7 (cationic amino acid transporter, y+ system), member 5              |
| <i>SULF1</i>    | sulfatase 1                                                                                 |
| <i>TGFBR3</i>   | transforming growth factor, beta receptor III                                               |
| <i>TMBIM6</i>   | transmembrane BAX inhibitor motif containing 6                                              |
| <i>TRIM25</i>   | tripartite motif-containing 25                                                              |
| <i>TXNIP</i>    | thioredoxin interacting protein                                                             |
| <i>WASF2</i>    | WAS protein family, member 2                                                                |
| <i>WNT2</i>     | wingless-type MMTV integration site family member 2                                         |
| <i>WWTR1</i>    | WW domain containing transcription regulator 1                                              |
| <i>XBPI</i>     | X-box binding protein 1                                                                     |

Supplementary Figure S1

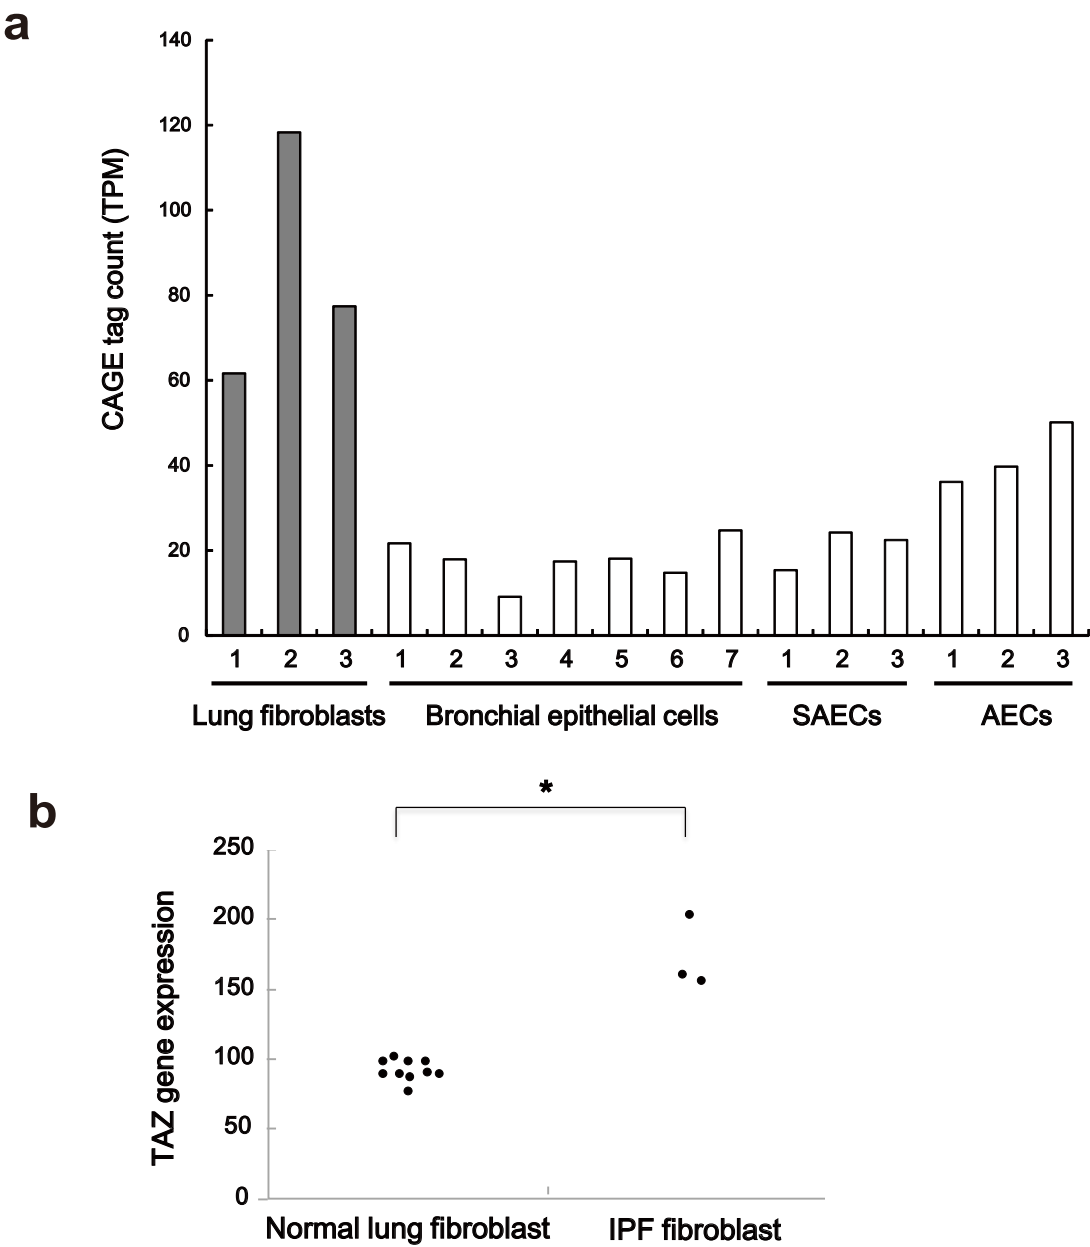

Supplementary Figure S2

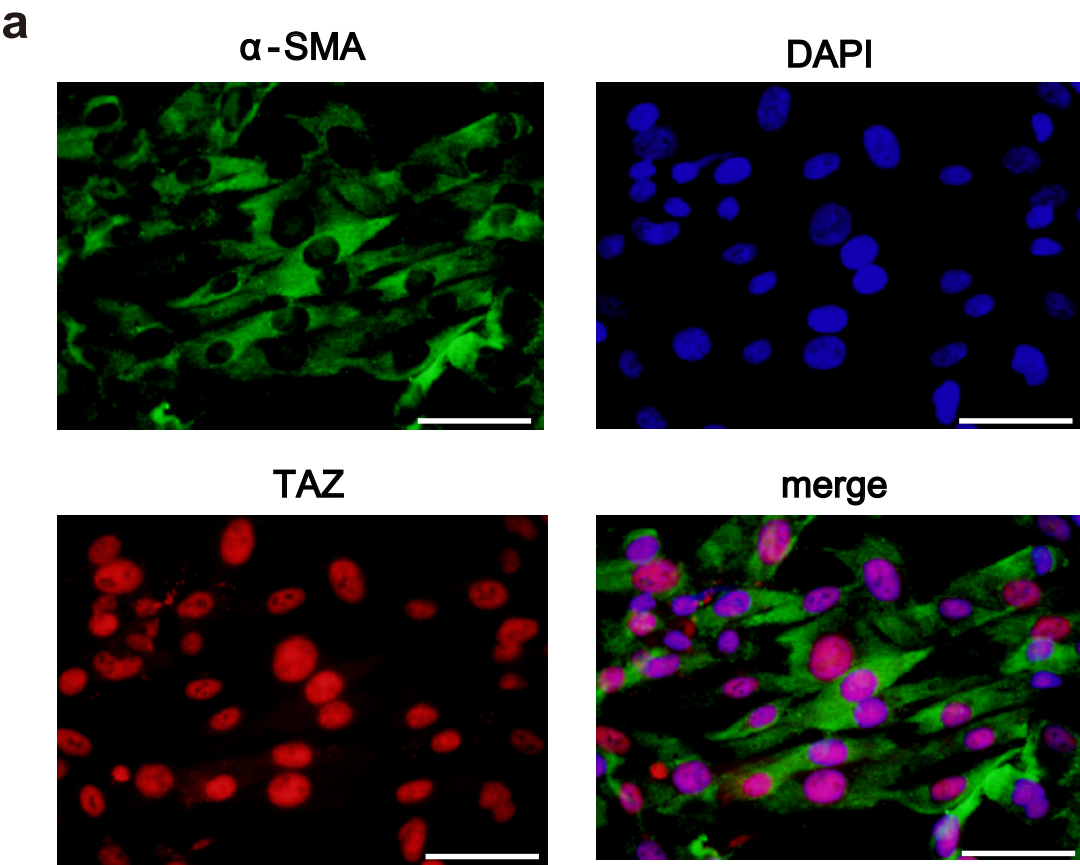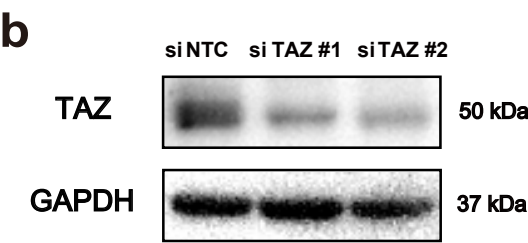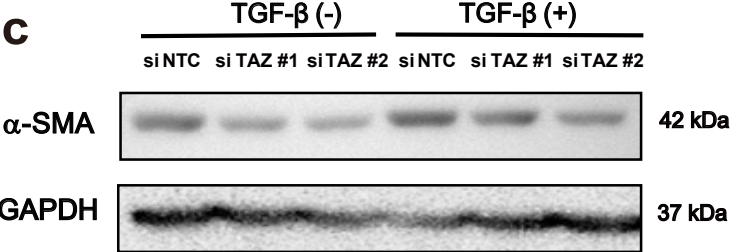

# Supplementary Figure S3

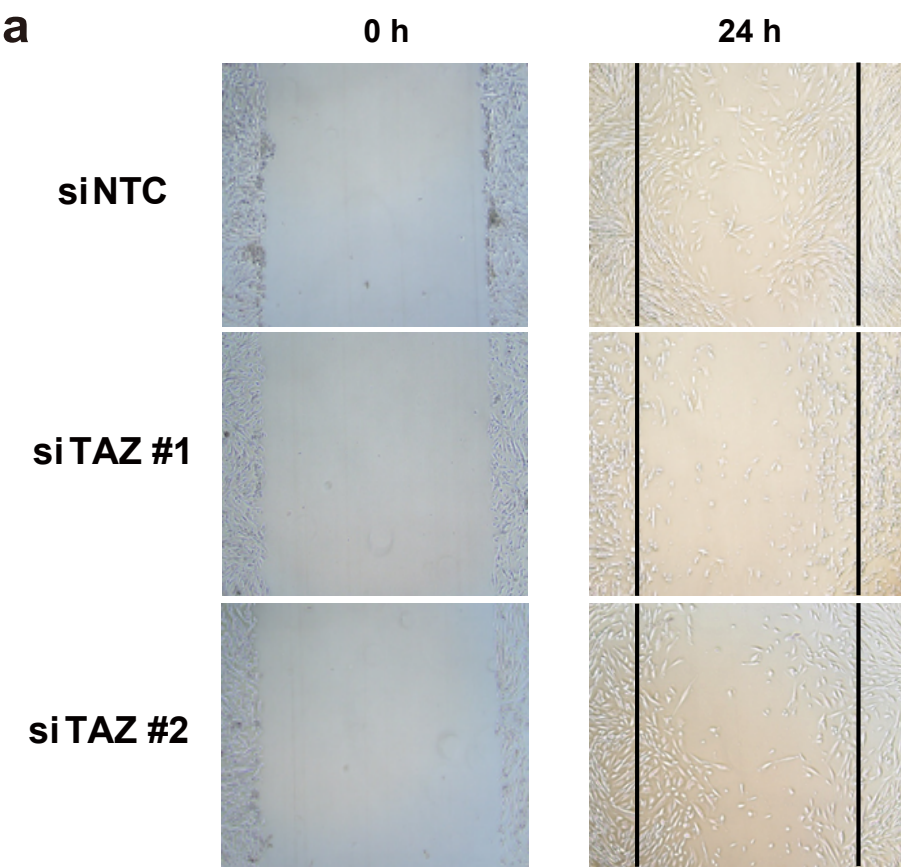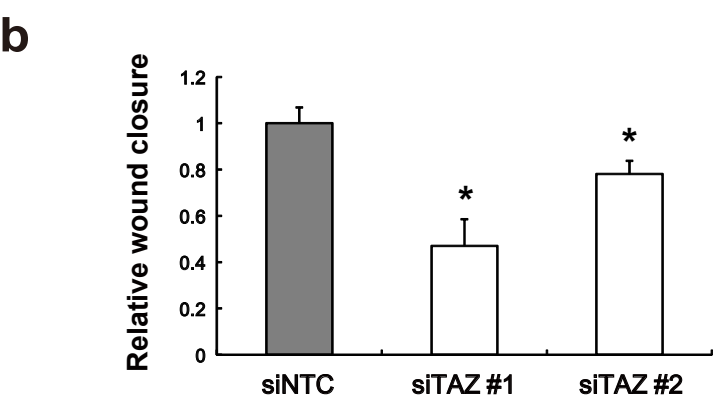

Supplementary Figure S4

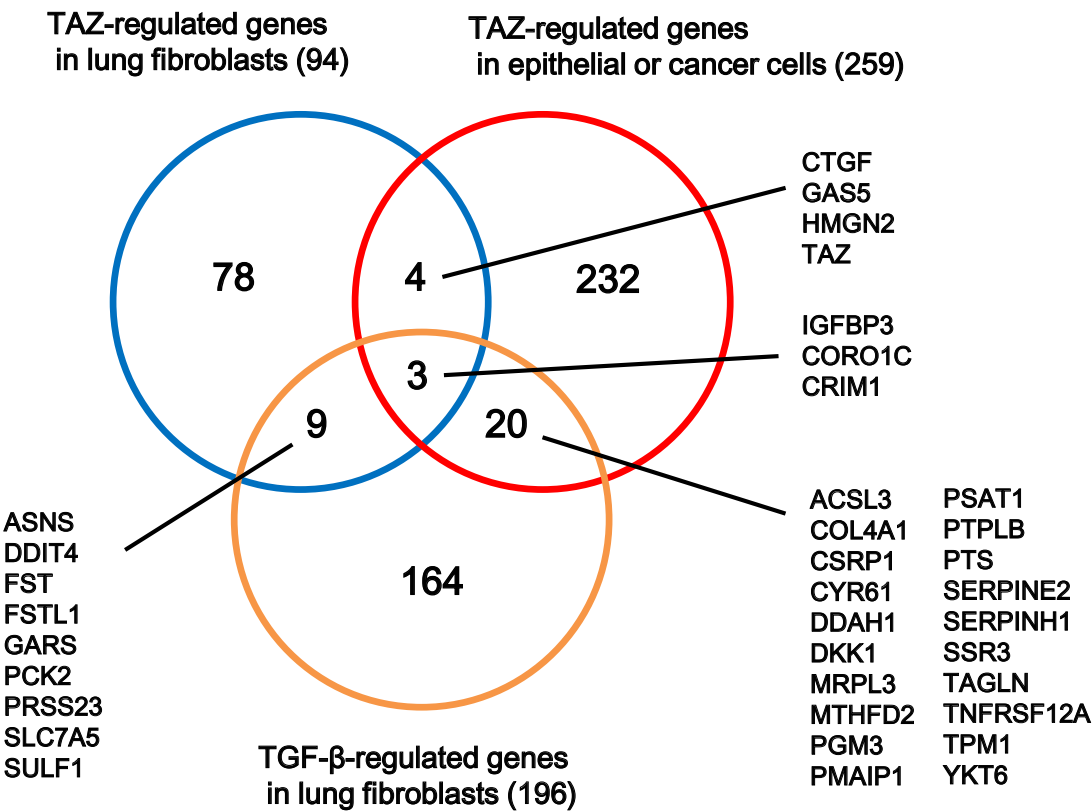

Supplementary Figure S5

**a**

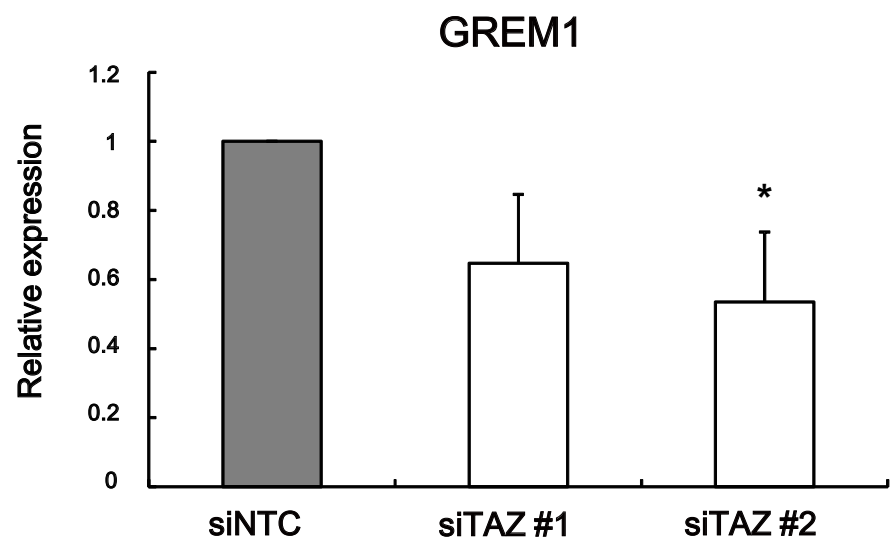

**b**

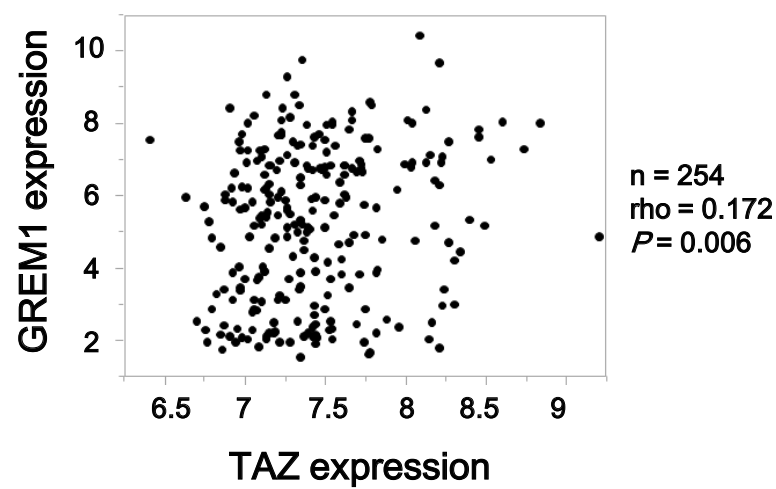

**Supplement:** Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

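HFL-1 cells, a line of human fetal lung fibroblasts, were transfected with siNTC, siTAZ #1 or siTAZ #2, and RNA was taken after 48 h, with 2 libraries per group and 6 in all. The deposited values are raw read counts per gene, which the authors made by aligning Ion Proton reads to hg19 with TMAP and counting them with HTSeq, without normalization. The methods call the annotation Ensembl, while the deposited table lists gene symbols. The strand setting and the counting mode are not given in the paper's text. The table holds 23368 entries. Of these, 13 carry a month and day in place of a gene symbol and were left out, which removed 0.0458% to 0.0506% of the counts of a library. The other 23355 entries summed to between 15648055 and 32078188 counts per library, and the 10 genes with the most counts took 6.24% to 7.89% of each. Positions on GRCh37 were found for 21215 symbols, 1882 of them through a synonym. GARS was among those without a position.
All tests were run in R 4.3.3. Genes were filtered with filterByExpr by group, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in a single fit of the 6 libraries, with Benjamini-Hochberg adjustment over the 14053 genes tested and a threshold of FDR 0.05. Each siRNA was compared with siNTC, and the siRNAs were compared with each other. The paper names edgeR, but its text does not name which of edgeR's tests was used. Standard errors of log2 fold changes were derived from the log2 fold change and its F statistic. With 2 libraries per group, the spread is estimated across groups and genes, and no permutation of 2 groups can reach a p under 0.05. Intervals and floors (3 counts over the group) cover counting error only, at a confidence level of 0.95.
The comparison of the siRNAs by their top lists took the 600 genes with the lowest FDR among those lowered by each. To see how many genes are shared without any change, 40 sets of 6 libraries were simulated from the siNTC and siTAZ #2 libraries' mean levels and dispersion, once with intact counts and once with the near-missing counts of siTAZ #1 replicate 2 imitated. The tests were also tested on simulated data with 200 genes changed 2-fold. With intact counts, the quasi-likelihood test found 91.5% of them with siTAZ #1 and 92.5% with siTAZ #2, and with the near-missing counts imitated 46% and 48%. The exact test then found 0 of the 200 with siTAZ #1 and 93% with siTAZ #2, and DESeq2 found 89.5% and 91.5%.
Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, over 7 lists and 14 tests with siTAZ against siNTC: Supplementary Table S1, canonical YAP/TAZ targets, amino acid response genes, myofibroblast and matrix genes, interferon-induced genes, and the S phase and G2M phase lists of Seurat 5.3.0. The genes named in the text were chosen by a rule. They are the genes that the study names for its fibroblast experiments, the other genes named in Supplementary Fig. S4, genes of Supplementary Table S1 with a widely known role in actin, migration or BMP signaling, the 5 lowest and the 5 highest genes among those changed the same way by both siRNAs in all libraries, and the 3 genes with the largest difference between the siRNAs on each side. The first 3 kinds were chosen with the study's lists in view. ATF4 is outside the rule and was chosen after its values were seen.
These tests, lists, gene rules and the following alternatives were fixed before the data were examined: DESeq2 1.42.0, edgeR's exact test on the 4 libraries of a comparison, RLE, upper-quartile and library-total scaling, no filter on low counts, a mean count of at least 50, a fit of 4 libraries, a replicate block, leaving out each library in turn, an FDR of 0.1, shorter and longer top lists or lists by fold change, fry, camera with an estimated correlation, and lists without the genes of Supplementary Table S1. Alternatives chosen after seeing the data were leaving out the genes from RANGAP1 to the end of Y, alone or with the exact test, offsets for GC content and transcript length, libraries thinned to 15648055 counts, and a crossed replicate block. GC content and length were known for 94.7% of the genes tested. Where DESeq2 gave no adjusted p for a gene, that value was left out. Gene Ontology terms, the TGF-β list, the lists of other cell types and the LGRC cohort were not analysed here.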

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

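The tests of the near-missing counts, of the loss of WWTR1 and of ATF4, the split of the dividing-cell test by siRNA with its test for siTAZ #2 were chosen only after the result was seen, while the offsets for GC content and transcript length and the thinned libraries were added after the data were seen, with their deciding values written before their results were looked at.
A direct comparison of siTAZ #1 with siTAZ #2 gave 4020 genes with FDR under 0.05 of 14053 tested, and 214 of the 1511 genes past the threshold with both siRNAs went opposite ways, 98 lower with siTAZ #1 and 116 lower with siTAZ #2. The paper does not compare the siRNAs with each other. The near-missing counts of siTAZ #1 replicate 2 do not account for the number, which was 5100 without the genes of that region. Neither does GC content (4242 with the offset) or library size (4015 with thinned libraries). A larger loss of WWTR1 with siTAZ #1 alone would move genes the same way with both siRNAs, but 14.2% of the genes past the threshold with both moved in opposite directions. The number was 2089 without siTAZ #2 replicate 1 and 1799 without siTAZ #2 replicate 2. By the exact test, an alternative for this number chosen after seeing the data, it was 829, and 4873 once the genes of the near-missing region were left out. What stays open is an effect of either siRNA on transcripts other than WWTR1, which may differ between the sequences, and a difference in the time course of the knockdown. Neither was tested.
Among the named genes, WWTR1 (log2 difference of siTAZ #1 minus siTAZ #2 -0.70), COL1A1 (-0.92), IGFBP3 (-0.93), FSTL1 (-0.58), CAV1 (-0.53) and TXNIP (-0.87) had lower levels with siTAZ #1 by the direct test. CTGF (0.56), HMGN2 (1.12), FST (1.10), GREM1 (0.31), ASNS (0.94), SLC7A5 (0.45), CXCL12 (0.92), TGFBR3 (1.30), IL6R (2.48) and ADH1B (4.07) had lower levels with siTAZ #2. The difference was no longer past the threshold without siTAZ #2 replicate 1 for CTGF, FSTL1, CAV1, GREM1 and SLC7A5 (FDR 0.067, 0.064, 0.057, 0.065 and 0.059), and without siTAZ #2 replicate 2 for CTGF, FSTL1, GREM1, SLC7A5 and CXCL12 (FDR 0.064, 0.098, 0.15, 0.11 and 0.055). Without siNTC replicate 1, FSTL1, GREM1 and CXCL12 had an FDR of 0.053, 0.083 and 0.071, and without siNTC replicate 2 of 0.054, 0.083 and 0.072. In the fit of 4 libraries, FSTL1, GREM1 and CXCL12 had an FDR of 0.052, 0.08 and 0.075, and with the replicate block GREM1, SLC7A5 and CXCL12 of 0.073, 0.051 and 0.06. GREM1 also lost its call with the offsets for GC content (FDR 0.2) and transcript length (FDR 0.1). In the exact test, most of these differences lost their calls: WWTR1 (FDR 0.48), COL1A1 (0.11), IGFBP3 (0.3), FSTL1 (0.47), CAV1 (0.53), TXNIP (0.37), CTGF (0.49), GREM1 (0.77), ASNS (0.24), SLC7A5 (0.62), CXCL12 (0.31) and TGFBR3 (0.082). Without the genes of the near-missing region, the exact test gave all of them an FDR of at most 0.0098 except GREM1 (0.071), so that region is a candidate explanation for the lost calls. Of the genes listed in this paragraph, only HMGN2, FST, IL6R and ADH1B stayed past the threshold under every alternative, with a highest FDR of 0.048.
The largest differences on each side were in genes with few counts in at least 1 group. TYRP1 (-5.71), WNT7B (-5.05) and PDGFB (-4.83) had lower levels with siTAZ #1 than with siTAZ #2. WNT7B lies in the region with near-missing counts in siTAZ #1 replicate 2, and its difference was -3.93 without that library and -7.79 without siTAZ #1 replicate 1. It lost its call without siNTC replicate 1 (FDR 0.051), siNTC replicate 2 (FDR 0.05 after rounding), siTAZ #2 replicate 1 (FDR 0.056) and siTAZ #2 replicate 2 (FDR 0.081), and in the fit of 4 libraries (FDR 0.052). TYRP1 was at 0 counts in siTAZ #1 replicate 1 and at 9 in replicate 2. Its difference was -5.05 without replicate 1, and no fitted value is given without replicate 2, which leaves siTAZ #1 at 0 counts. On the other side, IL1B, RGS18 and CCL20 had 3, 1 and 1 counts in all with siTAZ #2, so ratios of normalized counts with their counting intervals are given. The ratio of siTAZ #1 to siTAZ #2 was 129 for IL1B (43.9 to 628), 41 for RGS18 (7.05 to 1650) and 36.3 for CCL20 (6.2 to 1460). RGS18 lost its call without siTAZ #2 replicate 1 (FDR 0.093) and replicate 2 (FDR 0.057), as did CCL20 (FDR 0.13 and 0.088), which also lost it with the replicate block (FDR 0.074). CCL20 had 0 counts with siNTC. Its level with siTAZ #1 was 10.1-fold that of the floor of 3 counts over the group, and the lower limit of the counting interval of the ratio was 7.87. This was a call lost without siNTC replicate 1 (FDR 0.13) or replicate 2 (FDR 0.14), without siTAZ #2 replicate 1 (FDR 0.055) or replicate 2 (FDR 0.057), and with the replicate block (FDR 0.082). No explanation was tested for these genes one by one.
The medians of the S phase and G2M phase lists had opposite signs with the siRNAs, with a median log2 difference of 0.76 and 1.19. The rise with siTAZ #1 was not a stable call. Its adjusted p was 0.078 for S phase and 0.099 for G2M phase by fry, and 0.52 for each list with the correlation estimated from the data. GC content does not account for the difference between the siRNAs, since with the offset its highest adjusted p was 6.7e-11. Nor does 1 library that stands apart, since the highest adjusted p for the G2M phase list without any 1 library was 7.0e-16. Over all alternatives the highest adjusted p of the difference was 0.14 for each list, with the correlation estimated from the data. Fewer dividing cells would lower the lists, and with siTAZ #1 the G2M phase list had a median of 0.14, so this was not seen in that list. With siTAZ #2 the median was -0.88, and fewer dividing cells cannot be told apart from lower expression in each cell, since counts from whole cultures hold no number of cells. For these lists, both an effect of TAZ on proliferation that siTAZ #1 hides and an effect of siTAZ #2 on other transcripts remain open. The paper counted HFL-1 cells directly and reports less proliferation after TAZ knockdown. Lists of mRNA at 48 h do not measure cell numbers and cannot decide on that result.
The list of Supplementary Table S1 was lower with siTAZ #2 than with siTAZ #1 by a median log2 difference of 0.15 (camera, adjusted p 0.033). This did not hold without siTAZ #1 replicate 1 (adjusted p 0.46), with the offset for GC content (0.089) or with an estimated correlation (0.46), and the adjusted p over the alternatives ranged from 0.007 to 0.46. GC content therefore remains open for this small difference.
ACTA2, the gene of α-SMA, was at 184 ± 7.81 CPM (SD, n = 2) with siNTC, 278 ± 28.3 CPM with siTAZ #1 and 106 ± 5.92 CPM with siTAZ #2. The log2 fold change was 0.59 with siTAZ #1 (FDR 0.013) and -0.80 with siTAZ #2 (FDR 0.0038), a difference of 1.39 (FDR 0.00099). The lowest value of ACTA2 with siTAZ #1 over 3 other scalings was 0.56. This cannot decide whether scaling accounts for the opposite signs, since the scalings shift all genes of a library alike and differed little. The median log2 fold change of all genes with siTAZ #1 was -0.01 with upper-quartile scaling and 0.05 with library totals. GC content does not account for the opposite signs of ACTA2, with a difference of 1.31 after the offset. The rise with siTAZ #1 lost its call without siNTC replicate 1 (FDR 0.12), without siNTC replicate 2 (FDR 0.094) and in the exact test (FDR 0.53). The difference kept its call under every alternative, with a highest FDR of 0.015. An effect specific to one siRNA is a hypothesis that a rescue experiment or further siRNAs could test.
Both siRNAs raised 772 genes, which the paper does not report on. Random variation of the shared siNTC libraries, as simulated, does not account for this number. The 40 simulated sets without change gave at most 0 genes by the quasi-likelihood test and by the exact test. At an unadjusted p under 0.05 they gave 39 to 90, where the libraries gave 1352. A systematic difference of the siNTC libraries was not simulated and cannot be excluded so. GC content (842 with the offset), transcript length (738) and library size (725 with thinned libraries) do not account for the 772 genes either. The highest mean changes were those of SLC6A15 (4.73 with siTAZ #1 and 4.41 with siTAZ #2), CHRNA1 (4.38 and 5.81), CCDC68 (3.56 and 4.82), STC1 (5.33 and 2.90) and AREG (5.23 and 2.47). AREG with siTAZ #2 lost its call without siNTC replicate 1 (FDR 0.066) and without siNTC replicate 2 (FDR 0.11). CHRNA1 (-1.44), CCDC68 (-1.26), STC1 (2.43) and AREG (2.76) also differed between the siRNAs. The difference of CHRNA1 lost its call without siTAZ #2 replicate 2 (FDR 0.065), and that of CCDC68 without siTAZ #2 replicate 1 (FDR 0.063), siTAZ #2 replicate 2 (FDR 0.08) and in the exact test (FDR 0.087). A response to lower TAZ may account for genes raised by both siRNAs, and so may a response to any targeting duplex that siNTC lacks, which the design cannot separate.
YAP1, the homolog of TAZ, was higher with siTAZ #1 (log2 fold change 0.64, FDR 0.029) and with siTAZ #2 (0.54, FDR 0.039). Both calls were lost without siNTC replicate 1 (FDR 0.14 and 0.15), without siNTC replicate 2 (FDR 0.18 and 0.21) and with the replicate block (FDR 0.071 and 0.082). The call with siTAZ #1 was lost in the exact test (FDR 0.47), and the call with siTAZ #2 without siTAZ #2 replicate 1 (FDR 0.18) and replicate 2 (FDR 0.065). All 4 siTAZ libraries were above both siNTC libraries, a separation that chance gives for 6.67% of genes in 1 direction. No explanation was tested.
The list of amino acid response genes had a median log2 fold change of -0.54 with siTAZ #1, where 36 of 46 genes were lower (camera, adjusted p 3.1e-08), and of -0.92 with siTAZ #2, where 44 of 46 were lower (adjusted p 1.1e-16), a median difference of 0.48 (adjusted p 2.1e-05). It shares 8 genes with Supplementary Table S1, and without them the medians were -0.38 (adjusted p 0.00014) and -0.76 (adjusted p 2.6e-12). A difference between the siNTC libraries does not account for this, with a highest adjusted p of 2.7e-07 without either of them, nor does GC content, with 7.5e-08. Over all alternatives the highest adjusted p was 0.12 with siTAZ #1 and 0.055 with siTAZ #2, both with the estimated correlation. These genes are targets of ATF4, a gene chosen after its values were seen. Less ATF4 mRNA was not seen with siTAZ #1 (log2 fold change 0.12, FDR 0.34), and was seen with siTAZ #2 (-1.16, FDR 0.00074), where it is a candidate explanation. ATF4 is also controlled at the level of translation, which was not tested, and a difference in the medium between wells stays open.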

How the results depend on the processing

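The settings without the genes from RANGAP1 to the end of Y, with an offset for GC content or transcript length, with thinned libraries and with a crossed replicate block, and the exact test for the number of genes that differ between the siRNAs, were chosen only after the result was seen.
With edgeR's exact test on 4 libraries, the numbers of lower and higher genes were 249 and 320 with siTAZ #1 and 3143 and 3235 with siTAZ #2, both siRNAs lowered 138 and raised 206, and 829 differed between the siRNAs. COL1A2 with siTAZ #1 had a log2 fold change of -1.02 (FDR 0.095, with FDRs from 6.9e-15 to 0.095 over the alternatives). The difference of CTGF between the siRNAs was 0.57 (FDR 0.49, with FDRs from 2.3e-06 to 0.49). Without the genes of the near-missing region, the exact test gave 2115 lower genes with siTAZ #1, 3121 higher genes with siTAZ #2 and 1007 lowered by both, so that region is a candidate explanation for the low numbers with siTAZ #1. With the replicate block, 823 genes were lower and 868 higher with siTAZ #1, and 277 were lower and 451 higher with both. The number of genes that differed between the siRNAs was 2869 with this block and 3893 with the crossed block. The fit of 4 libraries gave 3073 higher genes with siTAZ #2. The genes lowered by both numbered 796 with DESeq2 and 820 without the near-missing region. The cause was not tested for the block, the fit of 4 libraries and DESeq2. An FDR of 0.1 admits more genes by construction, 840 lowered and 1164 raised by both. The shorter and the longer top lists shared 51 and 267 by construction of their length, and held 44 and 86 genes of Supplementary Table S1. Sorted by fold change, the lists held 43, and the cause was not tested. RLE, upper-quartile and library-total scaling, no filter on low counts, a mean count of at least 50 and thinned libraries kept each of these counts within 1.5 times.
Without 1 library, the spread of the lone library is assumed to be that of the other groups. The ranges were 277 to 2604 lower and 279 to 2496 higher genes with siTAZ #1, 714 to 3011 lower and 614 to 3031 higher with siTAZ #2, 72 to 1071 lowered by both, 154 to 1251 raised by both, 1799 to 5659 different between the siRNAs, 61 to 127 shared by the top lists and 45 to 79 genes of Supplementary Table S1 among those. In the order lower and higher with siTAZ #1, then lower and higher with siTAZ #2, the numbers were 302, 283, 774 and 629 without siNTC replicate 1, and 277, 279, 714 and 614 without siNTC replicate 2. Without siTAZ #1 replicate 1, they were 2604 and 2496 with siTAZ #1, 3023 genes were higher with siTAZ #2, and the top lists shared 61 genes with 45 of Supplementary Table S1. Without siTAZ #1 replicate 2, 3031 genes were higher with siTAZ #2. Without siTAZ #2 replicate 1, 988 genes were lower and 944 higher with siTAZ #2, and 2089 differed between the siRNAs. Without siTAZ #2 replicate 2, 990 were higher with siTAZ #1, 1002 lower and 817 higher with siTAZ #2, and 1799 differed. Both siRNAs lowered 76, 72, 1071, 244 and 264 genes, and raised 161, 154, 1251, 410 and 381, without siNTC replicate 1, siNTC replicate 2, siTAZ #1 replicate 1, siTAZ #2 replicate 1 and siTAZ #2 replicate 2. The cause was not tested.
Without 1 library, CTGF ranged from -1.60 to -1.37 with siTAZ #1 and from -2.09 to -2.02 with siTAZ #2, with every call kept. Their difference ranged from 0.45 to 0.68, and lost its call without siTAZ #2 replicate 1 (FDR 0.067) and replicate 2 (FDR 0.064). COL1A2 ranged from -1.18 to -0.86 with siTAZ #1, with FDRs up to 0.076, and from -0.91 to -0.67 with siTAZ #2, with FDRs up to 0.094. Its calls were lost without siNTC replicate 1 (FDR 0.071 and 0.082), without siNTC replicate 2 (0.076 and 0.094) and, for siTAZ #2, without siTAZ #2 replicate 1 (0.081). Its difference ranged from -0.40 to -0.09, and passed the threshold without siTAZ #1 replicate 1 (-0.40, FDR 0.00061). The cause was not tested.
With the inter-gene correlation estimated from the data, no list but that of Supplementary Table S1 had an adjusted p under 0.05. The amino acid response list had medians of -0.54 (adjusted p 0.12) and -0.92 (0.055), the YAP/TAZ list of -0.38 and -0.29 (0.15 each), the S phase list of 0.25 (0.52) and -0.64 (0.15), the G2M phase list of 0.14 (0.52) and -0.88 (0.12), and the interferon-induced list with siTAZ #1 of -0.26 (0.15). The differences between the siRNAs were 0.48, 0.76 and 1.19 for amino acid response, S phase and G2M phase (0.14 each). The medians do not change with the test by construction. With fry, S phase (0.25, adjusted p 0.078) and G2M phase (0.14, 0.099) with siTAZ #1 lost their calls. Leaving out the genes of Supplementary Table S1, which were chosen as lowered in these libraries, raises medians by selection. Without them, the interferon-induced list with siTAZ #1 was at -0.18 (0.24), the YAP/TAZ list at -0.09 (0.45) and -0.19 (0.55), and the myofibroblast and matrix list with siTAZ #2 was reversed at 0.06 (0.55). Without the filter on low counts, the latter list with siTAZ #1 was at -0.15 (0.031). Without the near-missing region, S phase with siTAZ #1 was at 0.24 (0.079). The cause was not tested for these 2 settings.
Without 1 library, the lists with siTAZ #1 and siTAZ #2 ranged from -0.55 to -0.42 and -0.98 to -0.92 (amino acid response), -0.33 to -0.16 and -0.07 to 0.13 (interferon-induced), -0.26 to -0.08 and -0.17 to -0.06 (myofibroblast and matrix), -0.50 to -0.21 and -0.39 to -0.24 (YAP/TAZ), 0.19 to 0.27 and -0.64 to -0.57 (S phase), and 0.13 to 0.24 and -0.98 to -0.86 (G2M phase). With siTAZ #1, the interferon-induced list lost its call without siNTC replicate 2 (0.053), siTAZ #1 replicate 1 (0.38) and siTAZ #1 replicate 2 (0.072), S phase without siNTC replicate 1 (0.066), siTAZ #1 replicate 1 (0.13) and siTAZ #1 replicate 2 (0.18), and G2M phase without siTAZ #1 replicate 1 (0.096) and siTAZ #1 replicate 2 (0.17). The myofibroblast and matrix list with siTAZ #1 was at -0.26 without siTAZ #1 replicate 1, where the library with near-missing counts stood alone for siTAZ #1. The interferon-induced list with siTAZ #2 reversed to -0.07 (0.94) without siTAZ #2 replicate 1. The cause was not tested.
Of 128 comparisons of named genes other than COL1A2 and CTGF, 102 were past the threshold. Reversals were seen for values that were not. COL1A1 with siTAZ #2 was at -0.07 (FDR 0.62) and GAPDH with siTAZ #2 at -0.02 (FDR 0.92) with the offset for GC content. GAPDH with siTAZ #2 was also at -0.02 (FDR 0.94) without siTAZ #2 replicate 1, and ranged from -0.02 to 0.11 without 1 library. PDGFB with siTAZ #1, which had 6 counts in all, was at 0.85 (FDR 0.71) without siNTC replicate 1 and at 0.26 (FDR 0.89) without siTAZ #1 replicate 1, and ranged from -0.90 to 0.85 without 1 library. The difference of GAS5 between the siRNAs, 0.01 (FDR 0.98), was at -0.03 (FDR 0.89) with upper-quartile scaling, -0.01 (FDR 0.98) with library totals, 0.00 (FDR 0.99) with a mean count of at least 50, -0.16 (FDR 0.5) with the offset for GC content, and, without the near-missing region, -0.01 (FDR 0.97) and in the exact test 0.00 (FDR 1). The difference of YAP1 was at -0.03 (FDR 0.89) with the offset for GC content, and that of ZFP42 at 0.06 (FDR 0.95) with the replicate block and 0.02 (FDR 0.99) with thinned libraries. Without 1 library, the differences of these 3 genes ranged from -0.13 to 0.16, -0.05 to 0.25 and -0.91 to 1.33, those of CORO1C, PRSS23 and RGMB from -0.23 to 0.01, -0.12 to 0.03 and -0.17 to 0.13. They reversed without siTAZ #1 replicate 2 (GAS5 -0.05, YAP1 -0.05, PRSS23 0.03, RGMB 0.02), siTAZ #2 replicate 1 (GAS5 -0.13, CORO1C 0.01, RGMB 0.13, ZFP42 1.33) and siTAZ #2 replicate 2 (YAP1 -0.02, PRSS23 0.02), with FDRs from 0.37 to 0.98. The cause was not tested. RLE scaling, both filters and thinned libraries changed no call of these genes. DESeq2 gained 2, and upper-quartile and library-total scaling gained 1 each. The exact test lost 22 and gained 3, the fit of 4 libraries lost 5 and gained 2, and the replicate block lost 8. Leaving out siNTC replicate 1 or 2 lost 19 and 21, siTAZ #2 replicate 1 or 2 lost 13 and 14, and siTAZ #1 replicate 2 lost 1 and gained 5, while siTAZ #1 replicate 1 gained 6. With 2 libraries per group and near-missing counts imitated, the quasi-likelihood test found 46% of genes changed 2-fold with siTAZ #1, so a gene without a call is not shown to be unchanged.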

Differences from the paper's values

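The settings without the genes from RANGAP1 to the end of Y were chosen only after the result was seen.
The number of genes shared by the top lists was 128, where the paper's value is 94, and 73 of the paper's 94 genes were among them. Neither pair of values differed by more than 1.5 times.
The paper states that the 94 genes of Supplementary Table S1 are common to the 600 most downregulated genes of each siRNA by FDR. All 94 were lower with both siRNAs, and 89 had an FDR under 0.05 with both, CTGF, WWTR1, GREM1 and IGFBP3 among them, though the number with siTAZ #1, 90, was 61 without siNTC replicate 1 and 56 without siNTC replicate 2. But 21 were outside the 128 shared genes. Of these, COL1A2 held place 398 with siTAZ #1 and place 995 with siTAZ #2, and FSTL1 held places 108 and 707. RGMB was at 377 and 622, CXCL12 at 637 and 289, and ADH1B at 1246 and 129. Of the alternatives set before the data were examined, edgeR's exact test on 4 libraries gave 98 shared genes, 92 of them in Supplementary Table S1, where simulated sets without change shared 73 to 116 with the near-missing counts imitated. In that test, 41 of the 94 genes had an FDR of 0.05 or more with siTAZ #1, as had 351 of the 600 genes in its list for siTAZ #1, with a highest FDR of 0.24. It placed 20 of the 21 among the shared genes, with all 5 genes just named, and dropped 2 of the 94. COL1A2 and FSTL1 were also both among the shared genes with DESeq2, without the filter on low counts, in the fit of 4 libraries, with the longer lists, and without either siTAZ #1 library, and FSTL1 alone with library totals only. CXCL12 was among them with the exact test, DESeq2, no filter, the fit of 4 libraries, the longer lists, sorting by fold change, and without siNTC replicate 1, siTAZ #1 replicate 2 or either siTAZ #2 library. RGMB was among them with the exact test, DESeq2, RLE scaling, no filter, the fit of 4 libraries, the replicate block, the longer lists, and without siTAZ #1 replicate 2 or either siTAZ #2 library. ADH1B was among them with the exact test alone. Without the genes from RANGAP1 to the end of Y, a setting chosen after seeing the values, COL1A2, FSTL1, CXCL12 and RGMB were among the shared genes and 13 of the 94 were dropped, and with the exact test on the same genes, also chosen after seeing the values, these 4 were among them and 8 were dropped. With thinned libraries, likewise chosen after seeing the values, CXCL12 and RGMB were among them and 19 were dropped.
The paper states that TAZ knockdown in HFL-1 cells lowered the expression of α-SMA. ACTA2 mRNA was lower with siTAZ #2 (log2 fold change -0.80) and higher with siTAZ #1 (0.59), where the call was lost without siNTC replicate 1 (FDR 0.12), without siNTC replicate 2 (FDR 0.094) and in the exact test (FDR 0.53). The mRNA levels here and the paper's measurement in Supplementary Fig. S2c come from separate experiments. That measurement was an immunoblot of the α-SMA protein, with TAZ siRNA #1 and #2, so it included the siRNA with which ACTA2 mRNA was higher here. Levels of mRNA need not follow those of protein.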

Other observations

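The 4 tests of the near-missing counts, the test of the exact test's low number, the tests of the genes lowered by both siRNAs, among the shared genes of the top lists and in all, and the tests of the interferon-induced list were chosen only after the result was seen.
In siTAZ #1 replicate 2, the genes from RANGAP1 on chromosome 22 to the end of Y kept a median of 1.66% of their level in replicate 1. An effect of siTAZ #1 would be present in replicate 1 too, whose median log2 ratio to siNTC over the 571 tested genes of the region was -0.05. Loss of 1 of 2 copies of this part of chromosome 22 in the cells would leave far more than was found, a median log2 ratio of -6.32. Alignments sorted by position that ended in RANGAP1 with none after it would leave no counts. Of 362 genes with at least 200 counts in replicate 1, 2 had a count of 0 in replicate 2, and the median share left was 1.23% (quartiles 0.791% and 2.4%). Of the genes with a position that were more than 4-fold lower, 99.3% lay past RANGAP1, but this is no test, since the region was placed from the same ratios. Among the 428 genes without a position, 16 were also more than 4-fold lower. Alignments sorted by position that ended there for most but not all reads cannot be told apart from another loss of reads in this order, since the alignments were not analysed here. The 3 genes elsewhere were AGT, PDHA2 and SNORD96A, which were chosen after their values were seen.
The exact test on 4 libraries called 249 genes lower with siTAZ #1, and 2115 once the genes of this region were left out. The near-missing counts, which raise the common dispersion for all genes, are a candidate explanation for the low number. In simulated data with 200 genes changed 2-fold, imitating the near-missing counts brought the share found with siTAZ #1 from 91.5% to 0 by the exact test.
The 128 genes shared by the top lists lay within the range of simulated sets without change, whose highest number was 168 with the near-missing counts imitated. Lists of a fixed length share genes through the siNTC libraries with or without a change, so from its size alone the overlap cannot be told apart from chance values of these libraries. The genes in it are another matter, since all 128 had an FDR under 0.05 with both siRNAs, and the simulated sets gave at most 0 such genes. The simulation draws all libraries alike, so it cannot exclude a systematic difference of the siNTC libraries from the others. Random variation of the kind simulated does not account for the lower levels of these genes. The 73 genes of Supplementary Table S1 in the overlap do not bear on this, because the study chose that list on these same libraries and their chance values are part of it. For all genes lowered by both siRNAs at FDR under 0.05, 525 in number, the highest simulated number was 0 by the quasi-likelihood test and by the exact test, with 26 to 74 at an unadjusted p under 0.05, where the libraries gave 1022.
The list of interferon-induced genes had a median log2 fold change of -0.26 with siTAZ #1, where 18 of 25 genes were lower (camera, adjusted p 0.04), so an innate response to the siTAZ #1 duplex, which would raise it, was not seen. This call was lost without siNTC replicate 2 (adjusted p 0.053), siTAZ #1 replicate 1 (0.38) and siTAZ #1 replicate 2 (0.072), and the adjusted p over the alternatives ranged from 0.0034 to 0.38. With siTAZ #2 the median was 0.04 (adjusted p 1), where camera gave the direction as up and fry as down. An innate response to the siTAZ #2 duplex cannot be told apart from none, since 15 genes were higher and 10 lower. The list shares 2 genes, TRIM25 and MOV10, with Supplementary Table S1.
The differences between replicates 2 and 1 had correlations across genes of -0.01 (siNTC and siTAZ #1), 0.02 (siNTC and siTAZ #2) and -0.26 (siTAZ #1 and siTAZ #2). A batch shared by replicates of the same number would make these positive. The cause of the negative value was not tested.
Beside IGFBP3, the genes with the lowest mean change among those lowered by both siRNAs were IL6R (-3.09 with siTAZ #1 and -5.56 with siTAZ #2), TXNIP (-4.43 and -3.56), ZFP42 (-3.49, FDR 0.027, and -3.24, FDR 0.025) and ADH1B (-1.28, FDR 0.042, and -5.35). The calls for ZFP42 were lost without siNTC replicate 1 (FDR 0.16 and 0.15) and replicate 2 (FDR 0.073 and 0.058), and with siTAZ #2 also without siTAZ #2 replicate 2 (FDR 0.081). The call for ADH1B with siTAZ #1 was lost on leaving out any 1 library other than siTAZ #1 replicate 1, with the highest FDR of 0.18 without siNTC replicate 2. It was also lost in the exact test (FDR 0.18), in the fit of 4 libraries (FDR 0.067) and with the replicate block (FDR 0.057). No explanation was tested for these genes.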
